# Spatial transcriptomics and neurofilament light chain reveal changes in lesion patterns in murine autoimmune neuroinflammation

**DOI:** 10.1186/s12974-023-02947-y

**Published:** 2023-11-13

**Authors:** Tobias Brummer, Miriam Schillner, Falk Steffen, Flores Kneilmann, Beatrice Wasser, Timo Uphaus, Frauke Zipp, Stefan Bittner

**Keywords:** Multiple sclerosis, Experimental autoimmune encephalomyelitis, Serum neurofilament, Microglia, Spatial transcriptomics

## Abstract

**Objective:**

Ongoing neuroaxonal damage is a major contributor to disease progression and long-term disability in multiple sclerosis. However, spatio-temporal distribution and pathophysiological mechanisms of neuroaxonal damage during acute relapses and later chronic disease stages remain poorly understood.

**Methods:**

Here, we applied immunohistochemistry, single-molecule array, spatial transcriptomics, and microglia/axon co-cultures to gain insight into spatio-temporal neuroaxonal damage in experimental autoimmune encephalomyelitis (EAE).

**Results:**

Association of spinal cord white matter lesions and blood-based neurofilament light (sNfL) levels revealed a distinct, stage-dependent anatomical pattern of neuroaxonal damage: in chronic EAE, sNfL levels were predominately associated with anterolateral lumbar lesions, whereas in early EAE sNfL showed no correlation with lesions in any anatomical location. Furthermore, neuroaxonal damage in late EAE was largely confined to white matter lesions but showed a widespread distribution in early EAE. Following this pattern of neuroaxonal damage, spatial transcriptomics revealed a widespread cyto- and chemokine response at early disease stages, whereas late EAE was characterized by a prominent glial cell accumulation in white matter lesions. These findings were corroborated by immunohistochemistry and microglia/axon co-cultures, which further revealed a strong association between CNS myeloid cell activation and neuroaxonal damage both in vivo and in vitro.

**Interpretation:**

Our findings indicate that CNS myeloid cells may play a crucial role in driving neuroaxonal damage in EAE. Moreover, neuroaxonal damage can progress in a stage-dependent centripetal manner, transitioning from normal-appearing white matter to focal white matter lesions. These insights may contribute to a better understanding of neurodegeneration and elevated sNfL levels observed in multiple sclerosis patients at different disease stages.

**Graphical Abstract:**

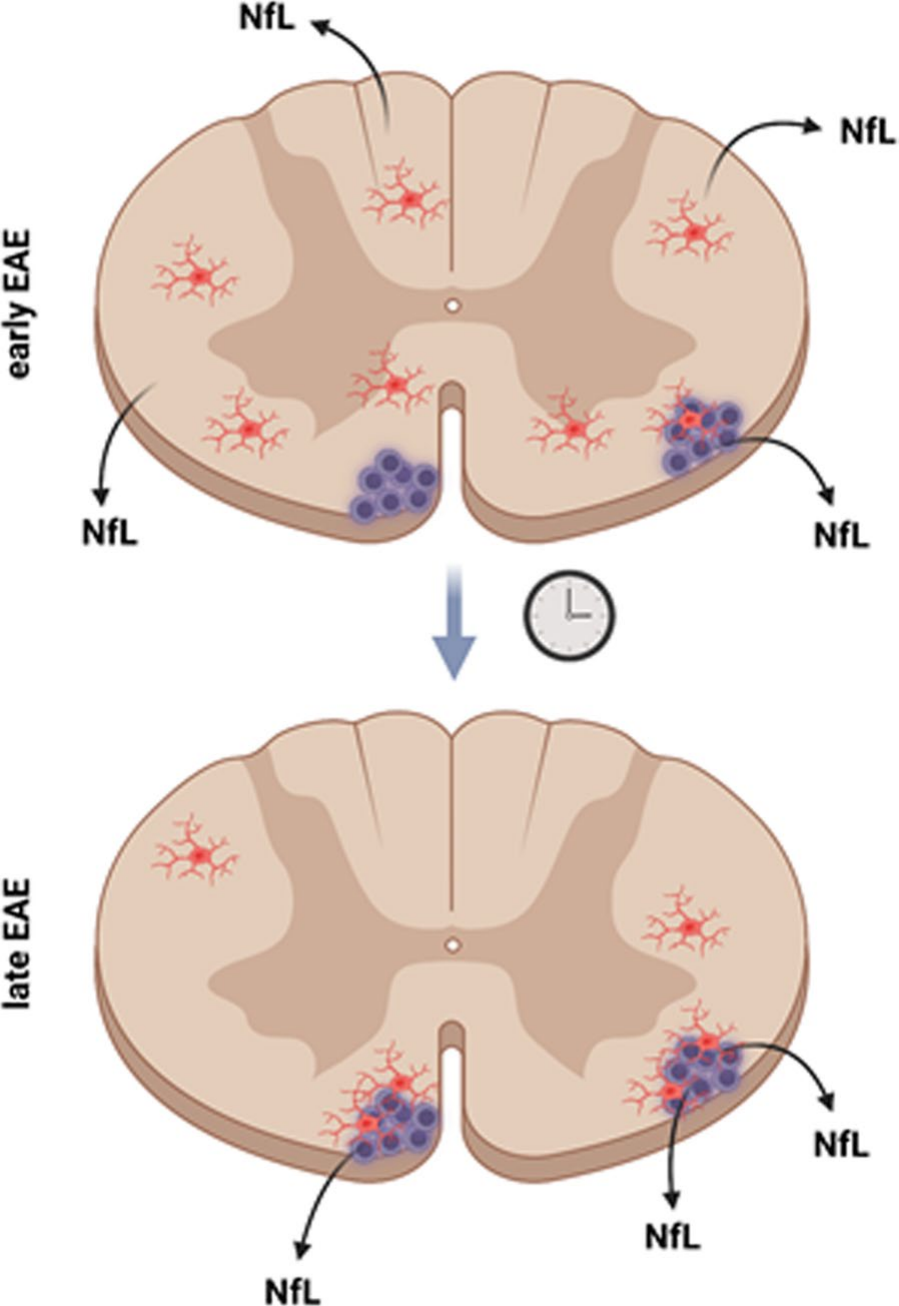

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02947-y.

## Introduction

Multiple sclerosis (MS) is a chronic inflammatory CNS disorder in which disability progression is closely related to ongoing neuroaxonal degeneration. Thus, detection of axonal damage as well as its quantification is a crucial step towards improved clinical decision-making and therapy stratification. Recently, technical advances such as single-molecule array (SiMoA) have enabled the detection of low abundant proteins in blood samples, abolishing the need for more invasive sampling methods, such as lumbar puncture [1]. Therefore, serum-based neurofilament light chain (sNfL) has gained vast diagnostic interest and is on the cusp of being implemented in clinical routine diagnostics [1, 2]. NfL is part of the neuronal intermediate filaments, which constitute a major portion of the axonal cytoskeleton [3, 4]. Upon axonal injury, neurofilaments are released into the extracellular space and ultimately into the blood, where they can serve as surrogate markers of neurodegeneration (independent from the underlying etiology) [1, 4].

Little is known about the exact pathophysiological aspects of NfL release from damaged axons. Furthermore, it has never been systematically addressed whether the magnitude of NfL release is dependent on the respective anatomical location of inflammatory CNS lesions at different disease stages. Specifically, it is unclear to which extent axonal damage in the normal-appearing white matter (NAWM) contributes to the total NfL release.

People with MS (pwMS) generally display a high inter-individual variance of sNfL levels [1], which may be explained by differences in the anatomical location of white matter lesions (WML). In line with this, clinical severity scores—like the expanded disability status scale (EDSS)—and sNfL levels only correlate moderately with the total lesion burden [1], suggesting that certain strategic lesions may result in low NfL levels, but severe (usually motor) disability and vice versa. The abundance of NfL is greater in longer, thicker axonal tracts than in thinner, shorter axons [3, 4], thus damage to these structures could result in higher sNfL levels. This may be particularly relevant for infratentorial lesions, which predominately affect long, tightly packed axonal tracts [5]. Myelin oligodendrocyte glycoprotein (MOG)-induced experimental autoimmune encephalomyelitis (EAE) is a rodent model of MS, which predominately manifests in the spinal cord (SC) [6]. Hence, MOG-EAE may represent an appropriate model to study damage to long, ascending and descending infratentorial axonal tracts. Many recent studies have highlighted the involvement of CNS-myeloid cells (CMC)—such as microglia and invading macrophages—in disease progression and axonal damage in pwMS [7, 8]. Promising therapeutic strategies include hydroxychloroquine [9] and Bruton's tyrosine kinase (BTK) inhibitors, for which there are several ongoing phase III trials in MS. Despite these promising developments, the association of CMC and spatio-temporal neuroaxonal degeneration/NfL release remains incompletely understood.

Here, we show that spatio-temporal sNfL release in EAE can be driven by CMC and may progress in a disease stage-dependent centripetal manner from NAWM to WML. Furthermore, we demonstrate that sNfL levels are associated with the respective anatomical lesion location and therefore offer a pathophysiological explanation for the high inter-individual variance of sNfL levels in pwMS.

## Methods

### Animals

C57BL/6J (B6) mice were purchased from Janvier Labs (Saint-Berthevin Cedex, France). Mice were housed in the Translational Animal Research Center of the University Medicine Mainz under a 12 h/12 h light/dark cycle and had access to water and food ad libitum. Animal procedures were performed under the supervision of authorized investigators in accordance with the European Union normative for care and use of experimental animals, conducted according to the German Animal Protection Law, and approved by the appropriate state committees for animal welfare (Landesuntersuchungsamt Rheinland-Pfalz, TVA# 23 177-07/G20-1-074).

### Induction of EAE

Induction procedures were performed as previously described [10]. Mice were randomly assigned to either an early (stable score 3 days after peak) or late (stable score 20 days after peak) EAE cohort.

### Collection of blood and CSF

Collection of blood and CSF was performed according to established procedures [11].

### Histology and immunohistochemistry

All procedures were performed as previously described [12]. Cryosections (10 µm) of EAE mouse brains were stained with hematoxylin and eosin (H&E) and luxol fast blue. Pictures were obtained using a Keyence BZ-X710 fluorescence microscope (Keyence) and analyzed with ImageJ software. The following primary antibodies were used: SMI32 (BioLegend; 801701; 1:1000), GFAP (Sigma; G3893; 1:1000), Iba1 (Sigma Aldrich; ab153696; 1:500), CD4 (LS BioScience; LS-C413024; 1:100). SMI32-positive axons as well as Iba1 and glial fibrillary acidic protein (GFAP) stainings were quantified in 200** × **200 µm regions of interest (ROI).

### Anatomical classification of lesions

Lesions were identified by the respective mononuclear infiltrate and classified according to their anatomical location (cervical, thoracic, lumbar, anterolateral and dorsal) and contact to the CSF. Sections above and below each section were checked for CSF contact. If no CSF contact was detected in five consecutive sections, lesions were classified as lesions without CSF contact. Relative lesion sizes per white matter area per section were quantified in a blinded fashion with ImageJ software: *Relative lesion size* = *(Lesion area/(Total area of the section − grey matter area))* × *100%.*

### Western blotting

Western blots were performed and recorded on an Odyssey^®^ Fc Imaging System (LI-COR Biosciences, USA) as previously described [12]. The following primary and secondary antibodies were used: chicken polyclonal to 68 kDa Neurofilament (abcam, UK) with IRDye^®^ 680RD Donkey anti-Chicken (LI-COR Biosciences, USA) and rabbit anti-α/β-Tubulin Antibody (Cell Signaling Technology, USA) with IRDye^®^ 800CW Goat anti-Rabbit IgG.

### NfL measurements with SiMoA and ELISA

SiMoA measurements were performed as described in detail previously [13]. Samples were measured in a blinded fashion in duplicates; the intra-assay coefficient of variation (CV) of all samples was 6.01%. ELISA measurements of cell culture supernatants were performed in accordance with the manufacturer’s instructions (NF-light™ Serum ELISA, Uman Diagnostics, Sweden).

### Microglia–axon co-cultures

Primary cortical neurons were prepared and plated into XONA microfluidic chips (XC450, Xona Microfluidics, USA) as previously described and in accordance with the manufacturer’s instructions [14]. Microglia–axon co-cultures were performed following the protocol of Fujita and Yamashita [15]. Microglia were prepared from adult mice, using the adult brain dissociation kit (Miltenyi Biotec) according to the manufacturer’s instructions. Half of the medium was changed every 2 days. After 7 days in vitro (DIV), microglia were activated by lipopolysaccharide (LPS) (10 ng/ml) or vehicle for 24 h. At 8 DIV, microglia and /or microglia media were harvested, and added to the axonal side of the XONA microfluidic chambers. Co-cultures were incubated for 6 h, media was then collected, cells fixed with 4% PFA and stained with the following primary antibodies: Tuj1 (BioLegend; 801201; 1:500), Iba1 (Sigma Aldrich; ab153696; 1:500).

### Spatial transcriptomics

Mice were killed, SCs were extracted without perfusion and embedded separately in OCT Tissue Tek^®^ (Sakura Finetek), snap frozen in isopentane on dry ice and stored at − 80 °C. The embedded SCs were cut coronally into 10-μm sections using a CryoStar NX70 cryostat (Thermo Fisher Scientific). Sections were checked for the presence of lesions by a short H&E staining. The next section was transferred onto the capture area of a Visium slide (10 × Genomics, Pleasanton CA, USA). Each 6.5** × **6.5 mm capture area contains roughly 5000 spots with primers and spatial barcodes. Visium Spatial Gene Expression was performed following the User Guide (Document CG000239 Rev A). Sectioned tissue was fixed in chilled methanol at − 20 °C for 30 min and H&E stained and imaged as described above. After imaging, slides were placed in a slide cassette and processed using the Visium Gene Expression Reagent Kit (10 × Genomics). Sections were permeabilized for 12 min, followed by reverse transcription, cDNA synthesis and amplification, as well as purification with SPRIselect magnetic beads (Beckman Coulter). Cycle number for amplification was set by determining the Cq value using the KAPA SYBR FAST qPCR Master Mix (KAPA Biosystems) and was between 12 and 16 cycles. Purified cDNA was stored at − 20 °C for up to 4 weeks before cDNA quality control (QC) and library preparation. cDNA QC was performed on an Agilent 2100 Bioanalyzer with a high sensitivity DNA assay (Agilent Technologies) and cDNA yield was determined. Libraries were constructed using the Library Construction Kit (10 × Genomics). After fragmentation, end repair, A-tailing and adaptor ligation, samples were indexed using the Dual Index Plate TT Set A (10 × Genomics) with amplification cycles between 12 and 16 based on the cDNA yield. Double-sided size selection using SPRIselect magnetic beads (Beckman Coulter) was performed and finished libraries were stored at − 20 °C before sequencing. Paired-end sequencing was performed using NovaSeq 6000 (Illumina).

### Analysis of spatial transcriptomics

After manual alignment of the slides in Loupe Browser 6 (10x Genomics), we generated a filtered feature-barcode matrix of all samples (healthy, early and late EAE) with spaceranger (version 1.3.1) count and aggr and performed data analysis in R 4.1.3 with the Seurat 4.1.1 toolkit [16]. Upon discovering a dominant batch effect in the Uniform Manifold Approximation and Projection (UMAP) visualization, we ran Harmony version 0.1.0 [17] to obtain batch-corrected principal component analysis (PCA) embeddings (10 principal components of the scaled-and-centered variable features in log-normalized data). Harmony settings were taken from benchmarking demonstration [18]; additionally, we set cluster width to 0.2, block.size to 0.005, epsilon.cluster to 1e-8 and epsilon.harmony to –Inf. We used the corrected PCA embeddings for graph-based clustering [19] in Seurat with k set to ln(number of spots) like in spaceranger and resolution to 0.5. We added a cluster-merging step based on hierarchical clustering of cluster-centroids in PCA space: a node of clusters was merged if no principal component was able to classify its branches with an absolute (AUC-0.5)*2 over 0.8 (AUC, area under the curve). We annotated the clusters with anatomical areas by cross-referencing to H&E-stained images in Loupe Browser. We performed a subsetting of spots in Seurat, labeling spots as “lesions” if they showed any expression of at least two of CD3, CD4 or CD8. Afterwards, we performed differential gene expression (DGE) testing between EAE early and late conditions in two subsets of the white matter spots: those labeled “lesions” and those not (thus termed “NAWM”). We used MAST [20] in Seurat for DGE testing and incorporated the cellular detection rate as covariate, which is considered the best practice for handling batch effects [21]. Genes were considered significant if their Bonferroni-adjusted *p*-value was below 0.05. We analyzed Gene Ontology (GO) term enrichment against the background of all genes expressed in the feature-barcode matrix with ClusterProfiler [22] and the org.Mm.eg.db mouse annotation. We computed the Jaccard similarities between ‘biological processes’ terms and visualized the resulting network with enrichplot. To get functional annotation modules, we used GO enrichments for the genes significantly regulated in each direction in either of the spot subsets. Then, by manually summarizing clusters in the resulting network plots and redundant or related GO terms, we made 15 modules of immune-, glia- and neuron-related processes, assigning each GO term uniquely to one module. To assign genes to the modules, we used a GO enrichment for the overall list of all significantly regulated genes. Genes were then assigned to the module(s) that contained any enriched terms they contributed to.

### Statistics

All tests were performed on an exploratory two-sided 5% significance level. Appropriate statistical tests were chosen based on the experimental condition. Normal distribution of data was assessed using a corresponding normality test. P-values for pairwise comparisons were calculated with relative values using two-sided Student's t-test or Mann–Whitney U. P-values for comparisons of multiple groups were calculated with one-way analysis of variance (ANOVA) with Dunnett's multiple comparison test for multiple hypothesis testing. Correlations were performed using the Spearman or Pearson rank correlation. Statistical analyses were performed with GraphPad Prism9 software.

## Results

### Anatomical NfL expression and release in murine neuroinflammation

To determine the abundance of NfL in various murine brain regions in relation to their respective sizes, we first analyzed homogenates from forebrain, cerebellum, brainstem, optic nerve (ON) and SC for NfL protein expression (Fig. 1A). Immunoblotting revealed a high abundance of NfL in ON, SC and brain stem in comparison to the forebrain, despite their relatively small volumes (Fig. 1B–D). Thus, as expected, NfL expression is highest in brain structures with long, tightly packed axonal tracts, especially the SC. To investigate spatio-temporal NfL release in EAE, mice were randomly assigned to an early or late cohort (Fig. 1E, F). In pwMS, sNfL correlates well with NfL levels in the CSF (cNfL) [1]; sNfL levels are associated with disease progression (EDSS) and increase upon acute relapses and generally decline in remission [1]. Similarly, in our EAE model, sNfL levels showed a strong correlation with cNfL levels (Pearson’s *r* = 0.82, *p* < *0.001*), as well as EAE scores (*r* = 0.84, *p* < *0.001*) (Fig. 1G, H). Furthermore, in line with the reduction during remission in pwMS, sNfL levels were significantly higher in early than in late EAE (Fig. 1I). Taken together, these results demonstrate that MOG-EAE represents a suitable model to study NfL release from damaged axonal structures. Furthermore, NfL is highly abundant in the murine SC and sNfL levels behave similarly in EAE and pwMS.

**Fig. 1:**
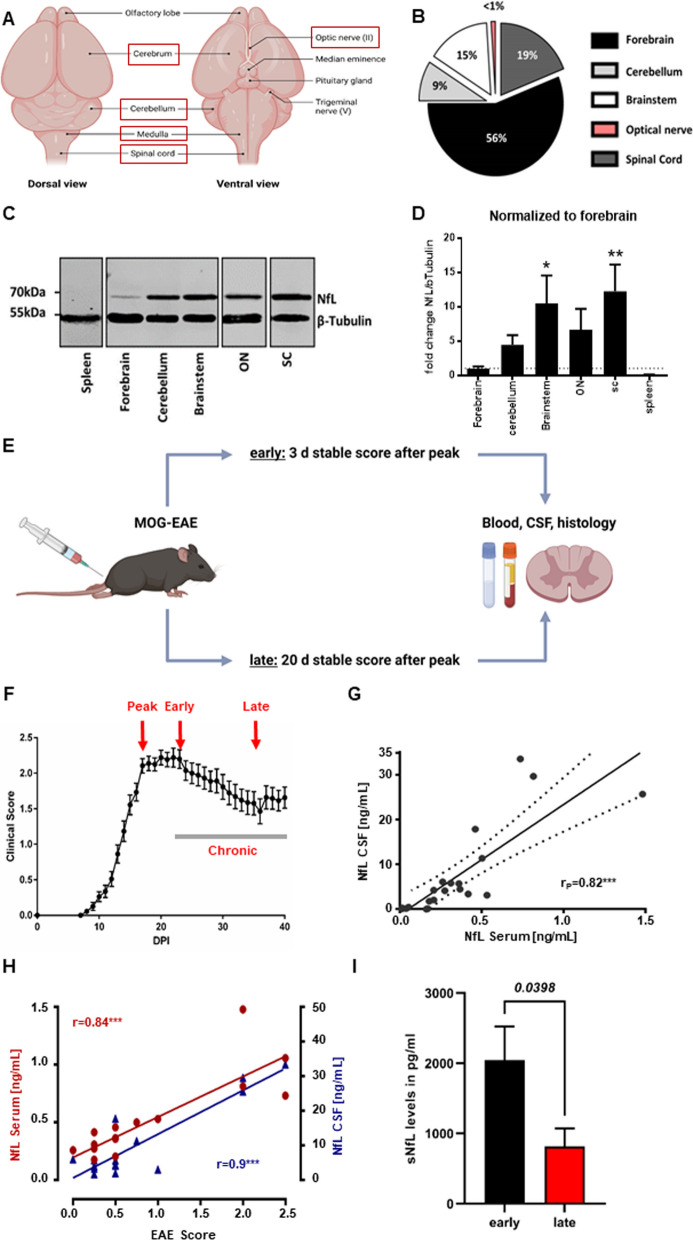
NfL expression in various anatomical locations and NfL release in MOG-EAE.** A** Cartoon depicting the investigated murine brain regions in adult mouse brains (red boxes). **B** Comparison of the respective CNS region sizes as percent of total brain volume. **C** Representative western blot for NfL expression in the respective CNS regions and spleen; β-Tubulin as control. **D** Quantification of the results shown in **C**. One-way ANOVA with Dunnett’s multiple hypothesis test. n ≥ 3. **E** Experimental workflow: mice were randomly assigned to an early (stable neuro-score 3 days after peak) and a late cohort (stable neuro-score 20 days after peak). **F** Graph depicting the mean and SEM EAE scores. n = 18. Specific time-points are indicated in red. **G** Linear regression and Pearson correlation of serum NfL (sNfL) and CSF NfL levels of early and late EAE combined. n = 18. **H** Pearson correlation of serum NfL (sNfL) and CSF NfL levels with the EAE score. n = 14. Images were created with BioRender and servier medical art. **I** Bar graph showing sNfL levels measured with SiMoA in pg/ml of early and late chronic EAE (n = 8 per condition, two-tailed Student’s t-test). *p < 0.05, **p < 0.01, ***p < 0.001

### Spatio-temporal association of lesion localization and sNfL levels

To determine the spatio-temporal origins of NfL, we first investigated the anatomical distribution of inflammatory white matter lesions (WML) in luxol- and H&E-stained SC sections from early and late MOG-EAE. WML were categorized according to their respective anatomical location (cervical, thoracic, lumbar, anterolateral or dorsal) and contact to the CSF (Fig. 2A, B). As expected, the size of WML did not differ between early and late EAE (Fig. 2C). In line with previous publications [6], WML showed a predominately lumbar distribution; however, this only reached statistical significance in the early EAE cohort (Fig. 2D). Furthermore, at both time-points, WML were mainly located in the lumbar, anterolateral SC and were in contact with the CSF or pia (Fig. 2D–F). In addition, there were few WML with no contact to the CSF or pia (Fig. 2F). Overall, early and late MOG-EAE are thus comparable with regard to the respective anatomical locations, sizes and overall number of WML.

**Fig. 2:**
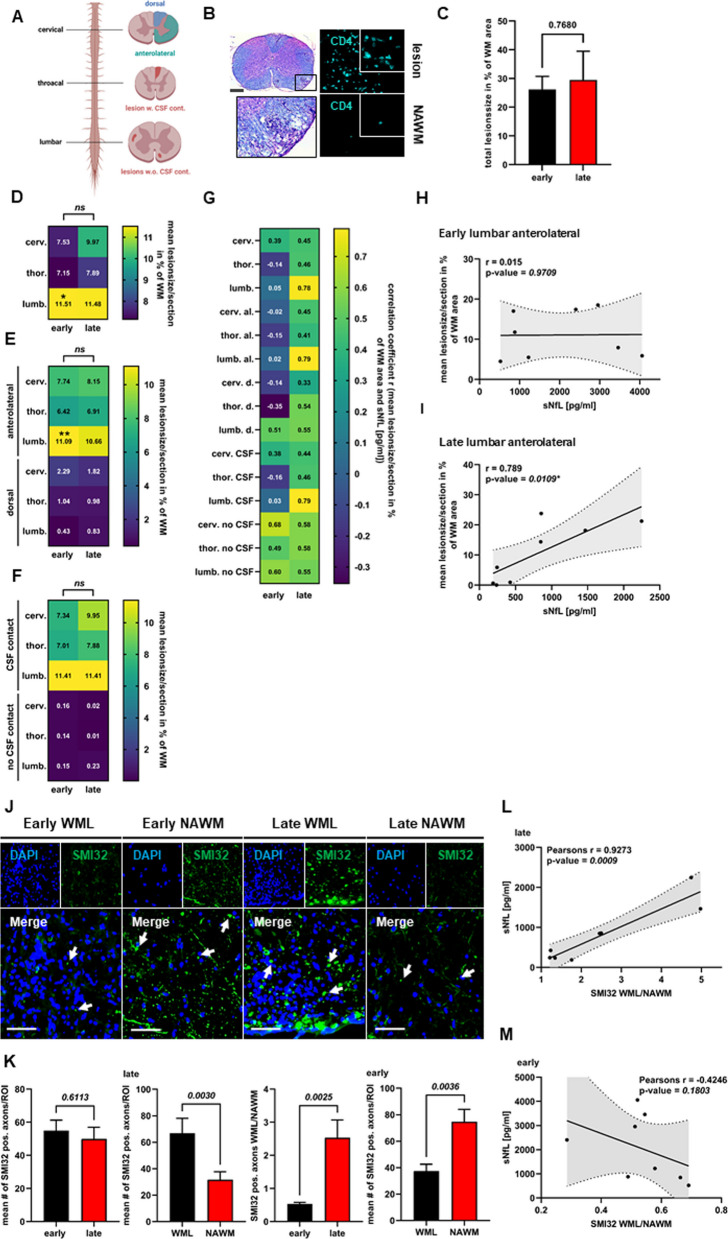
WML distribution in early and late MOG-EAE and differential axonal injury in early and late chronic MOG-EAE.** A** Cartoon depicting the analytical strategy of SC sections and anatomical classification of WML, with (w.) and without (w.o.) CSF contact (cont.). **B** Left: representative SC section stained with luxol fast blue (LFB) and H&E. Scale bar: 500 µm. Black box indicates an anterolateral WML with contact to CSF or pia. Right: CD4 staining in WML and NAWM. **C** Mean total WML sizes in percent of total white matter area per section from early and late chronic MOG-EAE (n = 8 per condition, two-tailed Student’s t-test). **D–F** Heat maps depicting the distribution of WML sizes in early and late MOG-EAE with respect to **D** the anatomical location (cervical, thoracic or lumbar); **E** the anatomical WML location in anterolateral or dorsal areas; and **F** the anatomical WML location and contact to the CSF or pia. One-way ANOVA with post hoc Dunnet ‘s test (n = 8 per condition). **G** Heat map depicting the association of sNfL levels with anatomical WML locations in early and late MOG-EAE (n = 8 per condition, Spearman’s rank correlation). **H–I** Correlation of sNfL levels with lumbar anterolateral WML locations in **H** early and **I** late chronic MOG-EAE (n = 8 per condition, Spearman’s rank correlation). *p < 0.05, **p < 0.01. **J** Representative images of SC WML and NAWM of MOG-EAE mice in early and late EAE. SMI32-positive axons (arrows) indicate damaged axons. DAPI staining indicates the inflammatory infiltrate. 40 × magnification. Scale bar: 50 µm. **K** Quantification of mean SMI32-positive axons and WML/NAWM per 200 × 200 µm region of interest (ROI) in early and late chronic EAE (n = 8 mice per condition). Two-tailed Student’s t-test and Mann–Whitney U. Mean and SEM. **L, M** Association of sNfL levels with axon WML/NAWM ratios in **F** early chronic and **G** late chronic MOG-EAE. Pearson’s rank correlation (n = 8 per group)

Next, we sought to investigate the association of sNfL levels with size and number of WML in the respective anatomical locations at both time-points. Surprisingly, we did not find any significant correlation between WML size and location in early MOG-EAE (Fig. 2G, H). In contrast, in late MOG-EAE, sNfL levels were strongly associated with almost all WML locations (Fig. 2G, I). Best correlations were found for anterolateral lumbar lesions with contact to the CSF or pia (*r* = 0.789; *p* = *0.0109*) (Fig. 2G, I). Interestingly, there was no significant correlation between sNfL and WML with no contact to the CSF or pia (Fig. 2G). Consistent results were obtained for the number of WML (data not shown). Together, these results suggest that despite similar WML sizes, numbers and overall anatomical distribution, sNfL does not primarily originate from WML in early EAE and may arise from injured axons within the NAWM. In contrast, in late EAE, sNfL mainly arises from focal WML.

### Differential contribution of focal and diffuse axonal injury to NfL levels in early and late MOG-EAE

Next, we hypothesized that the observed spatio-temporal differences in the association of sNfL with WML may be caused by a differential pattern of neuroaxonal damage in early and late EAE. Therefore, we compared the number of injured (SMI32 +) axons in WML and NAWM at both time-points. In accordance with the observed lower sNfL levels in late EAE (Fig. 1H), the total number of SMI32 + axons per ROI in early and late EAE showed a non-significant trend towards the early time point (Fig. 2J, K; 54.9 vs. 49.9; *p* = *0.6113*). SMI32 stainings in early EAE revealed widespread axonal damage in NAWM, whereas there were significantly fewer damaged axons in WML (Fig. 2J, K; 70.7 vs. 37.4; *p* = *0.0036*). In contrast, in late EAE, axonal damage was mainly confined to WML, with significantly fewer injured axons in the NAWM (Fig. 2J, K; 66.8 vs. 31.7; *p* = *0.0152*). These spatio-temporal differences were particularly evident after comparing SMI32-lesion/NAWM ratios in early and late MOG-EAE (Fig. 2K; 0.54 vs. 2.53; *p* = *0.0025*). Moreover, in late EAE sNfL levels were strongly associated with SMI32-lesion/NAWM ratios (Fig. 2L, Pearson’s *r* = 0.9273; *p* = *0.0009*); in early EAE there was no significant association (Fig. 2M, r = − 0.4246; *p* = *0.1803*). Taken together, these results suggest that in EAE, neuroaxonal damage may evolve in a spatio-temporal direction from NAWM at early to WML in late disease stages.

### Spatio-temporal transcriptome analysis distinguishes focal and diffuse white matter damage in MOG-EAE

Next, we sought to gain insight into specific biological processes involved in the spatio-temporal differences of neuroaxonal damage and NfL release, by applying spatial RNA sequencing (spRNAseq). To this aim, we compared the spatial transcriptomes of NAWM and WML from early and late MOG-EAE (Fig. 3A). 

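Spinal cord sections were placed on Visium slides, on which every spot has a spatial barcode of its own and captures the polyadenylated RNA of the cells lying over it, so that 1 spot can hold several cells of different types. The sample labels name 26 sections from 8 animals, of which 9 sections came from 3 mice with early EAE (3 days after the peak), 9 from 3 mice with late EAE (20 days after the peak) and 8 from 2 healthy mice. The deposited values are counts of unique molecular identifiers (UMIs) per gene and spot, which the authors made with Space Ranger and combined into a single matrix of 32285 genes and 16909 spots over tissue. In this matrix the capture areas are numbered, and no source used here pairs these numbers with animals or conditions. All 26 sections are therefore described together, with no condition given to any of them, and early EAE, late EAE and healthy tissue were not compared.
Per section, 341 to 1281 spots (median 537) and 325099 to 11499305 UMIs (median 800510) were counted. In 12 sections the median depth lay between 3415 and 12063 UMIs per spot, and in the other 14 between 684 and 1403. The paper's text does not state whether depth was equalized when the sections were combined. Mbp, a major myelin protein, took 5294 to 39117 CPM (the gene's UMIs scaled to the same total in each section; median 9608), Nefl, which encodes NfL, 513 to 3735 CPM (median 1481), and Gfap, the intermediate filament of astrocytes, 348 to 4033 CPM (median 1913). Apoe, a lipid carrier made by glia and macrophages, spanned 565 to 19361 CPM (median 4028). Transcripts encoded by the mitochondrial genome made up 5.67% to 14.6% of the UMIs (median 9.65%). From these counts, spots were clustered after the paper's description as far as it goes, and UMIs were summed over groups of spots. Before clustering, 10 principal components were adjusted for the capture area, which the paper does not name as its batch. The intervals given with shares of spots are exact binomial intervals, which cover counting error only and not the spread between animals.

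**Figure D1:**
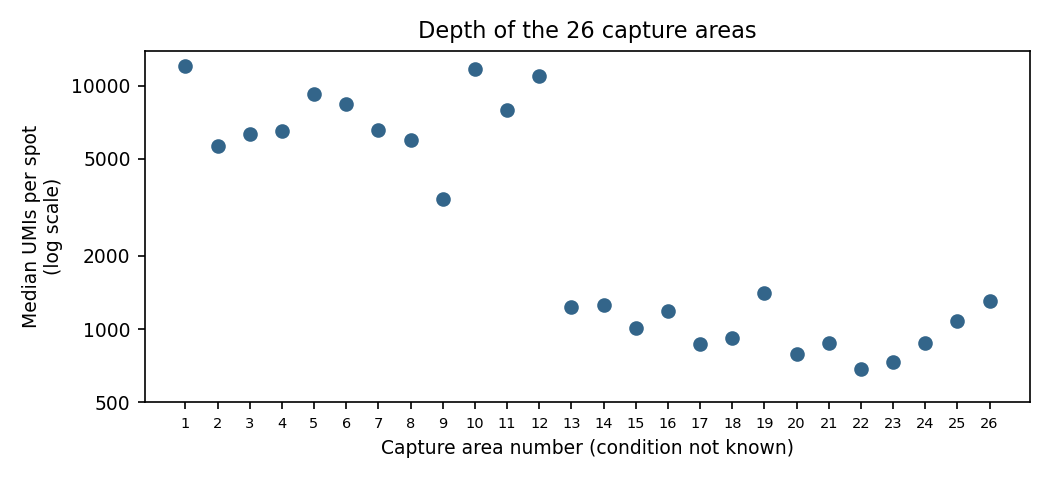
Median number of UMIs per spot (log scale) in each of the 26 sections, shown by the number of the capture area, for which the condition is not known. The 12 deeper sections lie at 3415 UMIs or above and the 14 shallower ones at 1403 or below.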

Overall, we identified 13 clusters in both early and late EAE (Fig. 3B, C); clusters 9–13 could be attributed to grey matter structures, whereas clusters 1–8 were associated with the white matter (Fig. 3B, D). 

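Over all sections, the spots formed 14 clusters, of which 8 (6561 spots) were counted as grey matter and 6 (10348 spots) as white matter by their neuronal transcripts. Among the grey matter regions, cluster 3 (2156 spots) was led by Slc7a10 and Elovl2 and cluster 10 (502 spots) by Cck and Hoxb9. Cluster 5 (1666 spots) was led by genes such as Lamp5 and Slc6a5, the glycine transporter of inhibitory neurons, which reached 388 CPM against 93.2 CPM in the remaining clusters. Cluster 7 (1211 spots) was led by the neuropeptide genes Tac2 (354 against 12.8 CPM), Nmu and Grp, which are known from the dorsal horn. Genes of cholinergic neurons led clusters 9 (747 spots) and 11 (179 spots), where Chat, the enzyme of acetylcholine synthesis, took 61.0 and 131 CPM. Nefl was highest in cluster 11, at 11186 CPM, and lowest in cluster 4, at 292 CPM. Cluster 13 (55 spots) was led by Fxyd2, Pirt, Scn11a and Avil, genes of sensory neurons, and cluster 14 (45 spots) by Tmem212 and Ccdc153 (334 against 1.19 CPM), genes of ciliated ependymal cells.
Among the white matter regions, Mbp was highest in cluster 1 (3124 spots), at 23849 CPM. Its leading genes included some of skeletal muscle, Atp2a1, Myh4 and Tnnt3, which were unevenly spread over sections, with Myh4 at a median of 0.166 CPM and at 313 CPM in 1 section. Cluster 2 (2481 spots) was led by Cdr1os, at 1668 against 591 CPM. Cluster 4 (1846 spots) was led by the granzyme genes Gzmg, Gzmf and Gzmd and by Arg1, Acod1 and Clec4e, genes of activated myeloid cells. Cluster 6 (1625 spots) was led by genes such as Gbp10, Klk6 and Serpina3n, and cluster 8 (1179 spots) by genes such as Ighg2c and Ighg2b, which encode immunoglobulins, and the fibroblast gene Igfbp6. Cluster 12 (93 spots) was led by Mobp, Bc1 and Mbp at a median of only 172 UMIs per spot. Leading genes were used to describe the clusters and were not tested.
The authors assigned their clusters to anatomical areas by comparison with the H&E-stained images, and from this the paper attributes part of them to grey matter structures and the others to the white matter. Images were not used here. A cluster was instead counted as grey matter when its mean log2 CPM over 10 neuronal genes lay above 7.21, the midpoint between the lowest and the highest cluster, and cluster 2 lay just under it at 7.14. A resolution of 0.3 gave 9 clusters, and the top split of the cluster tree set apart only the ependymal cluster 14 as grey matter.

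**Figure D2:**
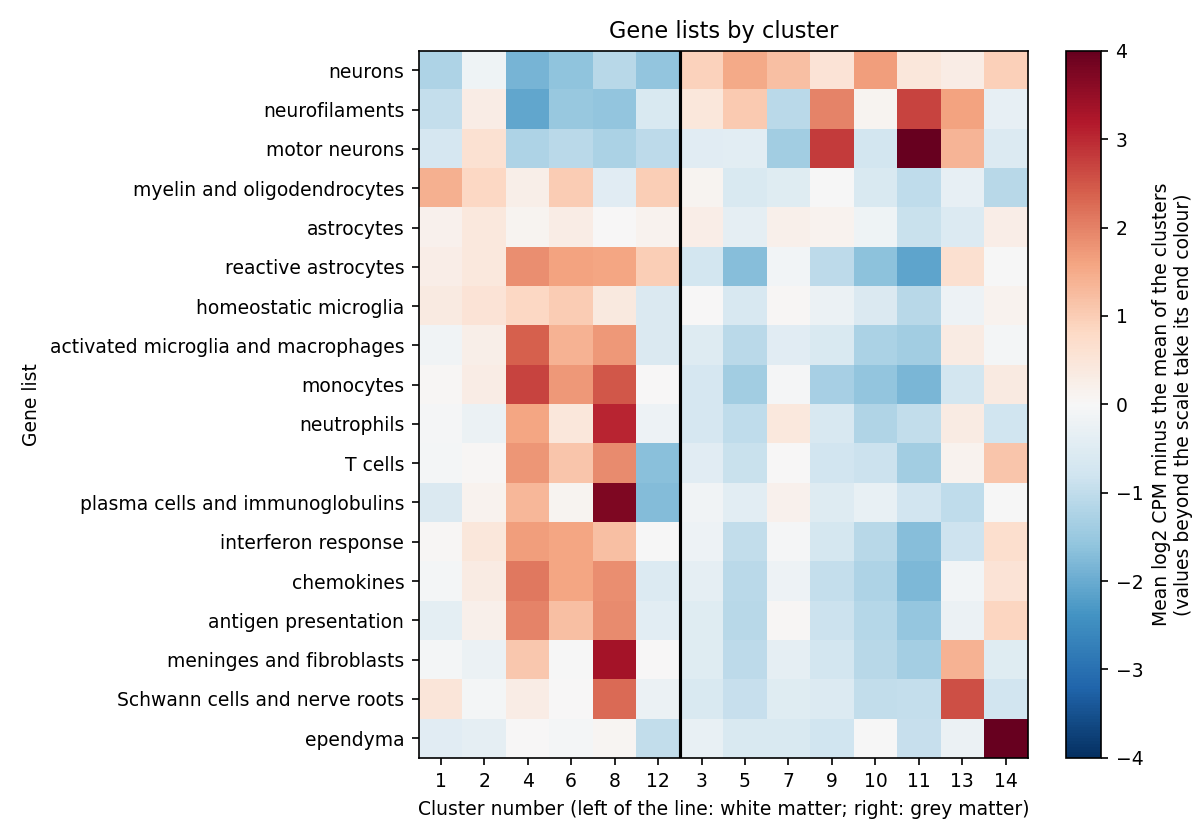
Mean log2 CPM of each list of marker genes (vertical axis) in each cluster (horizontal axis), as the difference from the mean over the 14 clusters; red is above and blue below this mean, and values beyond 4 take the end color. White matter clusters stand to the left of the black line and grey matter clusters to its right, and lists of immune cells are red in clusters 4, 6 and 8.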

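Transcripts of T cells were concentrated in clusters 8, 4 and 6. The paper labels spots as lesions by expression of CD3, CD4 and CD8 without naming genes, and Cd3d, Cd3e or Cd3g, Cd4, and Cd8a or Cd8b1 were taken here. Spots with UMIs of at least 2 of the 3 types made up 9.50% of the spots of cluster 8 (95% confidence interval 7.89 to 11.3), 4.28% of cluster 4 (3.40 to 5.31) and 1.48% of cluster 6 (0.949 to 2.19). In the remaining white matter they made up 0.322% of cluster 2 (0.139 to 0.634), 0.256% of cluster 1 (0.111 to 0.504) and 0 spots of cluster 12, whose size allows up to 3.89%. The summed level of these 6 genes had the same order, with 97.0 CPM in cluster 8, 81.0 in cluster 4, 48.3 in cluster 6, 22.1 in cluster 2 and 18.0 in cluster 1. Together, clusters 8, 4 and 6, with 1179, 1846 and 1625 of the 10348 white matter spots, held 215 of its 231 lesion spots (93.1%, 89.0 to 96.0). They were picked for the highest shares in these same spots, so that a high total is partly built in and the interval leaves out this choice.
These clusters also differed in myeloid and glial transcripts. Lyz2, a lysozyme of monocytes and macrophages, reached 8632 CPM in cluster 4, 7762 in cluster 8 and 2600 in cluster 6, against 654 in cluster 1. Chil3, a gene of inflammatory monocytes, took 1123 CPM in cluster 4 and 90.8 in cluster 1, and the chemokine gene Ccl5 727 and 97.8 CPM. Serpina3n, a gene of reactive astrocytes, was highest in cluster 6, at 1603 CPM. The immunoglobulin gene Igkc and the collagen gene Col1a1 were highest in cluster 8, at 2443 and 642 CPM, against 414 and 188 CPM in cluster 4.
Of the lesion spots, 142 held CD3 with CD4, 117 CD3 with CD8, 38 CD4 with CD8 and 33 all of them. They made up 2.23% of the white matter (1.96 to 2.54), whose spots, with and without the label, had a median of 2120 UMIs and 55.7 CPM of the 6 genes. The same label fell on 41 grey matter spots (0.625%, 0.449 to 0.847), and all grey matter spots together had a median of 7315 UMIs and 9.90 CPM. In grey matter, 4 of the 45 spots of the ependymal cluster 14 had it (8.89%, 2.47 to 21.2). With each spot thinned to 2000 UMIs and shallower spots left out (5067 in white and 2021 in grey matter), the label remained on 14 of 5281 white matter spots (0.265%, 0.145 to 0.444), all in clusters 8, 4 and 6, and on 0 of 4540 grey matter spots (up to 0.0812%).
The share differed with depth, with 223 of 5665 white matter spots in the 12 deeper sections (3.94%, 3.45 to 4.48) and 8 of 4683 in the 14 shallower ones (0.171%, 0.0738 to 0.336). Single sections ranged from 0% to 13.0%. Depth was not all, since the deeper sections numbered 5 to 8, at medians of 5966 to 9240.5 UMIs, had 0 lesion spots and 0 to 1.21 CPM of the 6 genes in white matter. The share also depended on the label, with 0.831% for Cd3e, Cd4 and Cd8a alone and 11.6% for any 1 of CD3, CD4 and CD8. Per section, cluster 8 had 3 to 112 spots, cluster 4 0 to 140 and cluster 6 0 to 118, and their division between EAE and healthy sections was not analysed here.

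**Figure D3:**
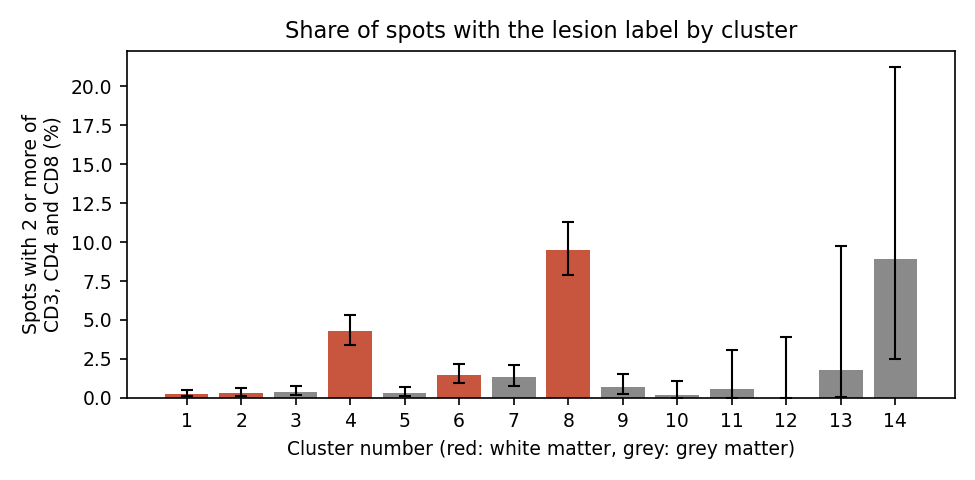
Share of spots (%) with UMIs of at least 2 of CD3, CD4 and CD8 in each of the 14 clusters, over all sections; bars are shares, red for white and grey for grey matter clusters, and error bars are exact 95% binomial intervals. Among white matter clusters, 8, 4 and 6 have the largest shares, and the interval of the small cluster 14 reaches from 2.47% to 21.2%.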

Importantly, clusters 1–3 were associated with WML and were nearly exclusive for EAE (Fig. 3D). In total, we identified 134 differentially expressed genes (between early and late EAE) in WML and 1497 in NAWM (Additional file 1: Fig. A1A–C). Overall, 129 genes were significantly regulated in both subsets, 67 genes were regulated in both subsets, but only significant in NAWM.

**Fig. 3:**
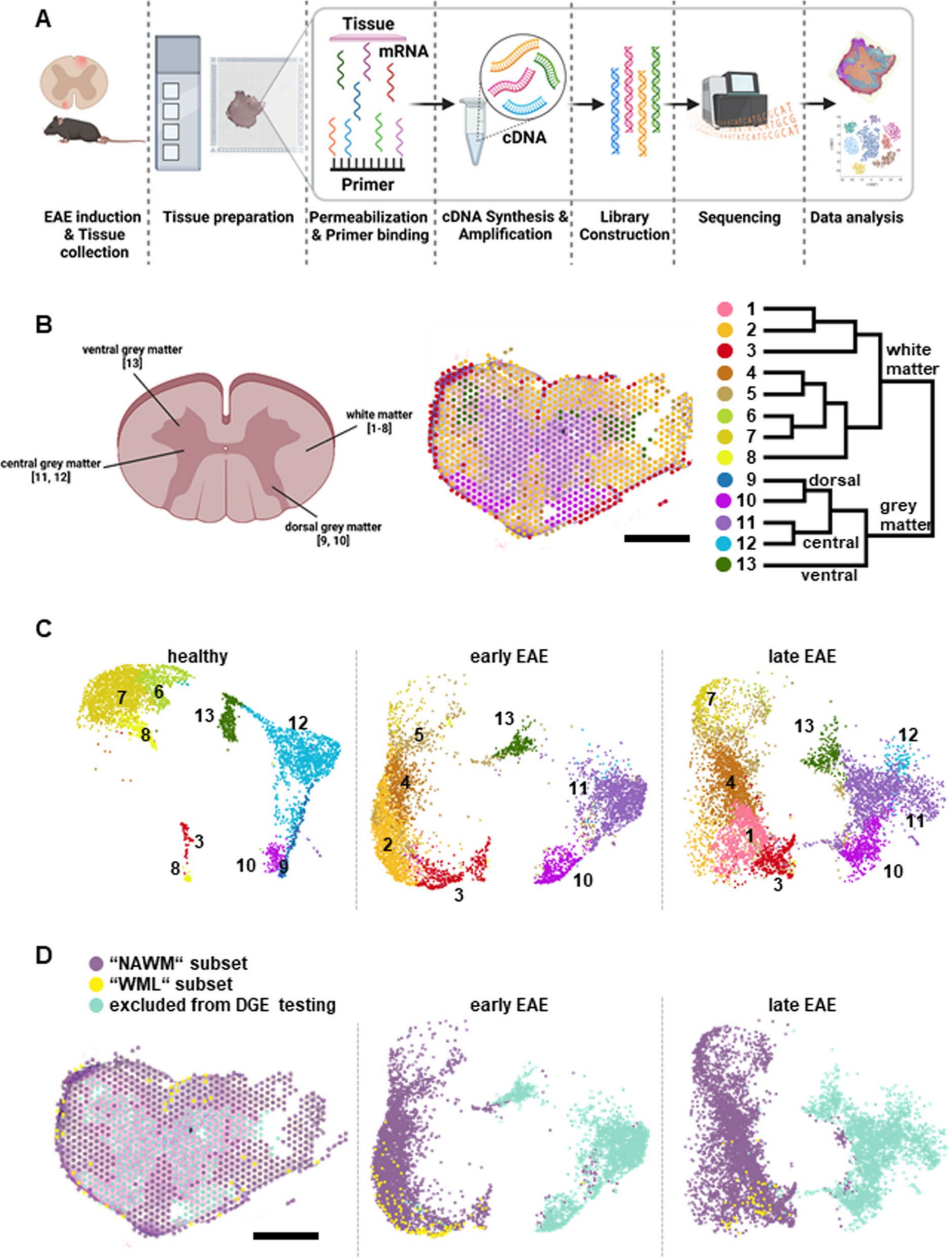
Spatial transcriptomics in MOG-EAE.** A** Experimental workflow of barcode-based spatial transcriptomics. Images were created with BioRender. **B** Cartoon depicting the anatomical location of barcoded spots in the clustering and in **C**. Clustering shows the spots color-coded according to the Seurat clustering (graph-based clustering and hierarchical cluster merging). Images were created with Loupe Browser. Scale bar: 1 mm. **C** UMAP visualization of all spots, split by condition: healthy (n = 2), early EAE and late EAE (n = 3, per condition). Seurat clusters are color-coded, labeled and annotated (in groups) by their anatomical location. Image created with Loupe Browser. **D** Subsets show the color-coding according to the two subsets for DGE-testing: “NAWM” (purple) and “WML” (yellow) and the excluded non-white-matter spots (teal). UMAP visualization of all spots split by condition: early EAE and late EAE (n = 3, per condition). Seurat clusters are color-coded: NAWM” (purple) and “WML” (yellow)

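Lesion spots, which were chosen by T cell transcripts, held more transcripts of T cells, monocytes and several chemokines than NAWM spots. Neurofilament transcripts were fewer, a difference that was smaller without cluster 2, whose neuronal transcripts lay just under the cutoff for grey matter. Both groups of spots were summed over the same sections. Among 12454 genes with at least 100 UMIs, 394 were at least 2-fold higher in lesion spots and 353 at least 2-fold lower, over 7 sections with 215 lesion spots and 3298 NAWM spots. Of 13 genes of T cells, 12 were higher and none was lower, though 6 of these were used to label the spots. The other 6 were Cd2 (4.29-fold), Trac (log2 ratio 1.55, 95% interval 1.32 to 1.76), Trbc1, Trbc2, Lck and Il2rb, which encode chains of the T cell receptor, a kinase of its signaling, an adhesion molecule and a chain of the interleukin-2 receptor. T cells carry these transcripts together with those of the label, so higher values follow from the choice of spots and are no separate result. Of 6 monocyte genes, 5 were higher and none was lower, led by Ly6c2 (log2 ratio 1.72, 1.61 to 1.83) and Plac8 (1.70), with Chil3 at 1232 against 536 CPM, Ccr2 and F10.
Of 12 chemokine genes, 5 were higher and none was lower, namely Ccl8 (log2 ratio 1.48), Ccl5 (1.40), Cxcl1 (1.39), Cxcl9 (1.20) and Cxcl10 (1.05). The B cell genes Cd79a (1.64) and Cd79b (1.45) were higher. So were 2 of 12 genes of antigen presentation, Ciita (1.19) and H2-Ab1 (1.11), with none lower, and the complement gene Cfb (1.38). Of 7 neutrophil genes only Mmp9 (1.78) met the criteria, since S100a8 (1.60) and S100a9 (1.58), with larger counts, were higher in 5 of the 7 sections. In the 4 sections with at least 20 lesion spots, 6 of the 7 neutrophil genes met them. Of 11 genes of meninges and fibroblasts, 3 were higher, Col3a1 (1.55), Lum (1.13) and Igfbp2 (1.08). Outside the lists, the largest ratios were those of Ccl1, a chemokine (4.92-fold), Gzma, a granzyme of cytotoxic lymphocytes (4.88-fold), the cytokine gene Il1b (4.87-fold) and Ccr7, a homing receptor (4.84-fold). This order rests on sums over sections, and the median log2 ratio over sections was lower for Gzma (1.68) than for Il1b (2.00) and Ccr7 (1.97). Genes above that T cells can carry, such as Gzma, may be higher through the choice of spots alone, which was not separated here.
Of 5 neurofilament genes, 4 were lower and none was higher. Nefl, on chromosome 14 from 68083863 to 68089095 of GRCm38, took 272 CPM in lesion spots and 679 CPM in NAWM spots, 2.49-fold lower (log2 ratio −1.32, −1.41 to −1.23), and was lower in all 7 sections. Nefm (−1.37) and Nefh (−1.34) were lower in all 7 sections as well, and Prph (−1.76) met the criteria with 27 UMIs in lesion spots. NAWM spots include those of cluster 2, which lay just under the cutoff for grey matter and where Nefl took 1808 CPM, against 819 CPM in cluster 1. Without cluster 2 no neurofilament gene met the criteria, and with weighted NAWM spots the list median was −0.36. These values do not separate a change in lesions from a smaller share of grey matter in lesion spots. Of 10 neuronal genes 1 was lower, Slc6a5 (−1.03). Of 10 myelin genes none met the criteria, and all had ratios below 1, with Mbp at −0.89 on the log2 scale. Of 11 astrocyte genes 1 was lower, Aldoc (−1.00), with Slc1a2 at −0.97 and Gfap at −0.72 (medians over sections −0.77 and −0.41). Of 12 genes of activated microglia and macrophages 1 was higher, Lyz2 (1.05), and Apoe had a log2 ratio of 0.01, with a median over sections of 0.47. The largest differences downward were those of Cdr1os, a noncoding RNA (6.21-fold), Ankrd35 (log2 ratio −2.53, −5.05 to −1.17, from 3 UMIs in lesion spots) and Rbfox1, a splicing factor of neurons (5.08-fold).
In these sections lesion spots had a median of 14673 UMIs and NAWM spots of 5507. Deeper spots more easily hold UMIs of the label genes, so shallower spots with T cells can count as NAWM. The groups were not compared at equal depth, and how far depth enters the ratios stays open. NAWM spots here are all white matter spots without the label, including those of clusters 8, 4 and 6. Over all sections, only 9.50%, 4.28% and 1.48% of the spots of these clusters had the label. A small ratio therefore does not show that lesions resemble tissue without inflammation. Ratios are of CPM summed over the 7 sections, which differ in their shares of lesion spots, so that differences between sections enter them. Apoe, for example, was higher in 6 of the 7 sections at a log2 ratio of 0.01 over the sums. At least 6 of 7 sections had to go the same way for a gene to be counted. No test over animals was made, since these sections can share animals and are not replicates. Intervals cover counting error only. By the median of the sections' own ratios, which gives each section the same weight, 399 genes were higher and 226 lower, with 2 of the 6 monocyte genes among them and without Slc6a5, Aldoc (−0.68) and Lyz2 (0.74). With NAWM spots weighted to the section and cluster makeup of the lesion spots, 39 genes were higher and 78 lower, among them no gene of the other lists and 9 T cell genes, of which 6 label the spots and the others are Cd2, Trbc2 and Il2rb. Of alternatives chosen after seeing the data, 3 other random starts of the clustering gave 214 to 278 higher and 139 to 205 lower, and cluster 2 counted as grey matter gave 213 and 131, with no neurofilament gene among them (median log2 ratio −0.74). Without the spots of cluster 8, chosen likewise, the ratio of Cxcl1 turned to −0.41.

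**Figure D4:**
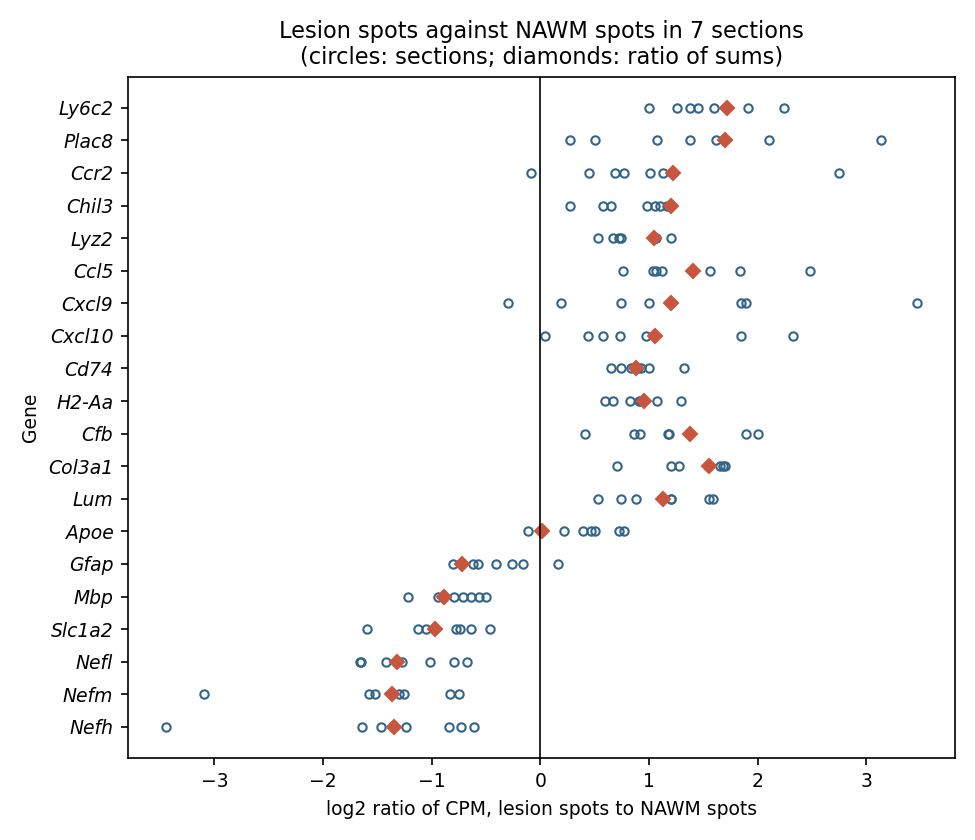
log2 ratio of CPM in lesion spots to that in NAWM spots for 20 named genes; each circle is 1 of 7 sections and the diamond is the ratio of the sums over them. The monocyte genes Ly6c2, Plac8 and Chil3 lie above 0 in every section, and Nefl, Nefm and Nefh lie below 0 in every section.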

A GO term network analysis including all genes that were regulated in both subsets revealed a centrifugal pattern (from WML towards NAWM) for GO terms of cytokine/interferon response, immune cell migration, defense- and lipopolysaccharide response (Fig. 4A) and a centripetal pattern (from NAWM towards WML) for GO terms of gliogenesis, regulation of cation transmembrane transport and humoral adaptive immune response/phagocytosis (Fig. 4A). Next, in order to identify specific spatio-temporal differences of gene expression between early and late EAE, we used GO term enrichment analysis on significantly regulated genes. We summarized network clusters from enrichment analysis GO terms as 15 modules of immune-, glia- and neuron-related processes and used them to annotate genes that were regulated in both white matter subsets (Fig. 4B, C; Additional file 1: Fig. A2). Overall, genes annotated for glia cell-related processes, such as cell debris clearance (*Apoe, Cd63, Cd81, Clu, Vtn, Apoc1, Apoc2, Dnm1, Cdc42, Itgam*), gliogenesis (*Gfap, Agt, Clu, C1qa, Atp1b2, Mt3, Vtn, Tgfb1, Lamb2, and Gpr37l1*) and (re-) myelination (*Clu, Vtn and Tgfb1*), as well as neuron-related processes like neuronal reorganization and plasticity (*Apoe, Gfap, Agt, C1qa, Pink1, Dnm1 and Ache*) were upregulated in late EAE (Fig. 4B; Additional file 1: Fig. A1). Humoral immune response- (*Igkc, B2m, Ighg1, Igha, Cxcl9, Ighg2c, Jchain, S100a9, Cd81, Tgfb1, Rpl39, Cfp and Fgl2*) and neuronal death-associated modules (*Apoe, Ccl5, Lcn2, Agt, Clu, Mt3, C1qa, Pink1, Npm1, Ccr5, Hsp90ab1, Cdc42, Ache, Serpinf1 and Itgam*) showed comparable levels in both early and late EAE, whereas genes associated with T cell response (*B2m, Ccl5, Arg1, Sirpb1c and Fgl2*), cyto-/chemokine response (*Gbp2, B2m, Irgm1, Igtp, Iigp1, Ccl5, Gbp6, Stat1, Ifi47, Lcn2, Ifi27l2a, Gbp7, Cxcl9, H2-K1, Irgm2 and Arg1*) and antigen presentation (*B2m, H2-K1, Thbs1, Rab32 and Fgl2*) were upregulated in early EAE (Additional file 1: Fig. A2). Especially genes linked to interferon response/signaling (*Gbp6, Gbp7, Ifi27l2a, Irgm1, Igtp, Ifi47, and Stat1*) were upregulated in early WML (Additional file 1: Fig. A1B). Interestingly, the only early regulated genes, stronger regulated in NAWM compared to WML were genes predominately produced by myeloid cells upon stimulation with IFNγ (*Cxcl9, Ccl5 and Lcn2*) (Fig. 4B) [23]. Together, these results suggest that the early phase of EAE is largely driven by cyto-/chemokine secretion, antigen presentation and infiltration of immune cells, whereas late EAE is characterized by an accumulation of glial cells within WML. Therefore, the distribution of especially glial cell processes coincides with our identified patterns of neuroaxonal damage in late EAE.

**Fig. 4:**
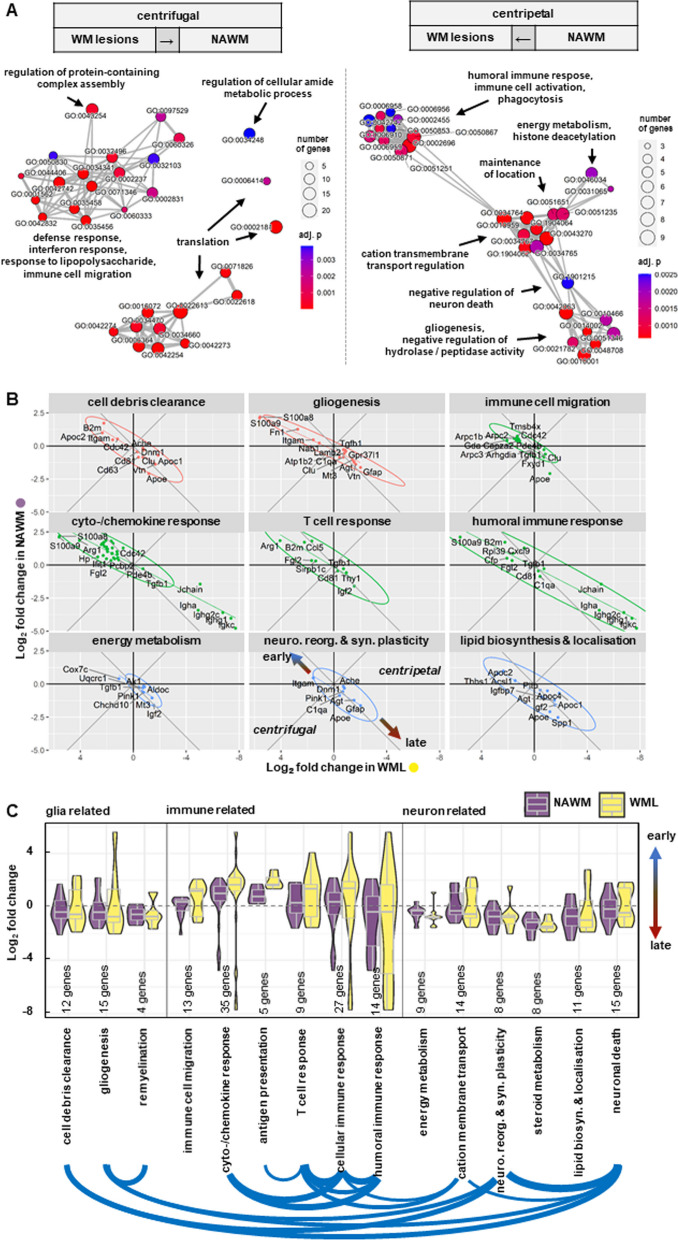
Comparison of temporal gene regulation of EAE processes between NAWM and WML using spatial transcriptomics.** A** GO term analysis results of DE genes that have a higher (left) or lower (right) fold change in “WML” than in “NAWM” and have *p* < 0.05 in both subsets and Bonferroni-corrected *p* < 0.05 in at least one. Networks of “biological processes” GO terms are plotted by gene set overlap (width of grey lines scaled by Jaccard index). Images were created with R package enrichplot. **B** Log_2_-fold changes from early-vs-late DGE-testing in “NAWM” (y axis) and “WML” (x axis) subset. Common DE genes between both subsets enriched in selected GO terms are plotted separately per functional modules with ellipse and regression line. A selection of the modules in **C**, ellipses are colored according to the 3 groups of modules. **C** Log_2_-fold changes early-vs-late in the subsets “NAWM” and “WML”. Common DE genes between both subsets enriched in selected GO terms are plotted per functional modules of “biological processes” GO terms as box-and-whiskers in violin-plots. Genes may appear in multiple modules. The modules were grouped into glia-related, immune-related, or neuron-related processes. Under the modules the pairwise overlap of their gene sets is drawn as blue arcs (line width scaled by Jaccard index, minimum 0.15)

### Association between myeloid cell infiltration and neuroaxonal damage

Based on the spRNAseq results, we hypothesized that the observed spatio-temporal patterns of axonal damage may result from a differential glial cell infiltration. Thus, we performed immunostainings of CMC (Iba1 + cells) and astrocytes (GFAP + cells) in lesions and NAWM. Following the spatial pattern of axonal damage at both time-points (Fig. 2), Iba1/GFAP stainings revealed a twofold increase in CMC (Fig. 5A, B; *p* < *0.0001*) and a 1.7-fold increase in astrocytes in late WML (Fig. 5A, E; *p* = *0.0370*). In contrast, in NAWM, we observed a 0.4-fold decrease in both CMC (Fig. 5A, C; *p* = *0.0230*) and astrocytes in late- as compared to early EAE (Fig. 5A, F; *p* = *0.0297*). Again, these spatio-temporal differences were particularly evident by comparing Iba1- (Fig. 5D; fourfold increase in late EAE; *p* = *0.0021*) and GFAP-lesion/NAWM ratios (Fig. 5G; fourfold increase in late EAE; *p* = *0.0026*). Hence, CMC and astrocyte infiltrates follow the respective spatio-temporal pattern of neuroaxonal damage in MOG-EAE. Especially CMC have been implicated in promoting neuroaxonal damage in pwMS [7, 24]; therefore, we next asked whether neuroaxonal damage (SMI32 + axons) is associated with the abundance of CMC (Iba1 + cells) in both early and late EAE. Indeed, we observed a strong correlation of injured axons (SMI32 +) and CMC in both early (Fig. 5H, I; Spearman’s *r* = 0.77; *p* = *0.0008*) and late EAE (Fig. 5H, J *r* = 0.93; *p* < *0.0001*). Taken together, these results suggest that neuroaxonal damage in MOG-EAE can be mediated by CMC and both processes may progress in a disease stage-dependent centripetal manner from NAWM to WML.

**Fig. 5:**
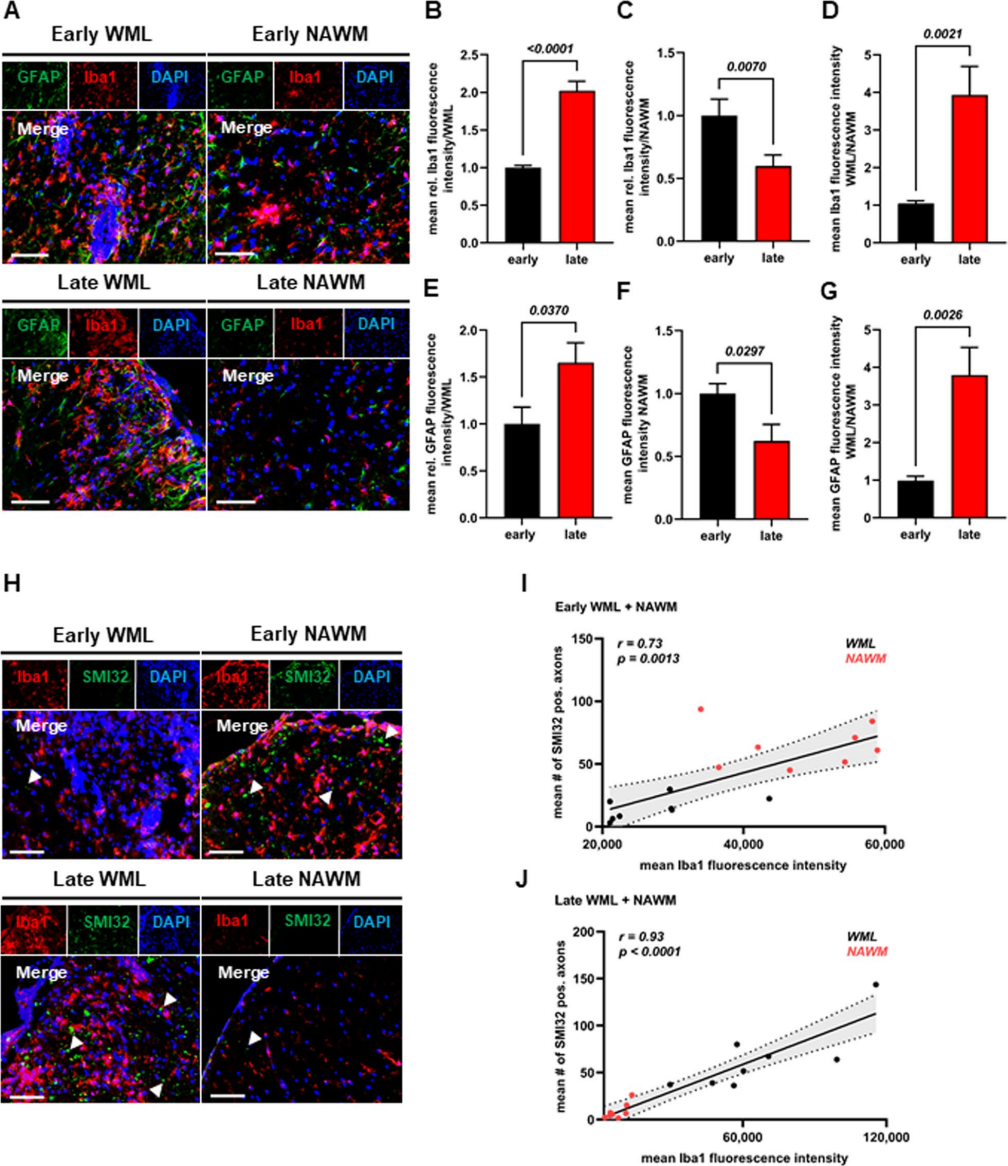
Association between glial cell accumulation and neuroaxonal damage. **A** Representative images of SC WML and NAWM of MOG-EAE mice in early and late EAE. Iba1 and GFAP staining. DAPI staining indicates the inflammatory infiltrate. 40 × magnification. Scale bar: 50 µm. **B–D** Quantification of mean iba1 fluorescence intensity in **B** WML and **C** NAWM as well as **D** mean iba1 fluorescence intensity ratios of WML/NAWM in early and late EAE (n = 8 mice per condition). 2-tailed Student’s t-test or Mann–Whitney U. Mean and SEM. **E–G** Quantification of mean GFAP fluorescence intensity in **E** WML and **F** NAWM as well as **G** mean GFAP fluorescence intensity ratios of WML/NAWM in early and late EAE (n = 8 mice per condition). 2-tailed Student’s t-test. Mean and SEM. **H** Representative images of SC lesions and NAWM of MOG-EAE mice in early and late EAE. Iba1 and SMI32 staining. DAPI staining indicates the inflammatory infiltrate. 40 × magnification. Scale bar: 50 µm. Arrowheads indicate microglial cells in close contact with axons. **I, J** Association of iba1 fluorescence intensity and mean numbers of SMI32-positive axons in **I** early and **J** late EAE (n = 8 per condition, Spearman or Pearson correlation)

### Microglia activation mediates NfL release from damaged axons

In accordance with our data, CMCs, such as microglia, have been associated with neuroaxonal damage in many primary and secondary neurodegenerative disorders, including MS [7]; however, it is unclear whether they can directly prompt soluble NfL release from axonal structures. Especially in WML, microglia get in close proximity with axonal tracts and not the respective neuronal cell bodies. Thus, in order to investigate microglia-mediated NfL release, we established a microglia–axon co-culture system in which axons from dissociated primary neurons were separated from the soma compartment and brought into contact with naïve, LPS-activated or conditioned media from LPS-activated primary microglia (Fig. 6A, B). “Naïve” microglia increased NfL release about 3.5-fold (Fig. 6C; one-way ANOVA; *p* < 0.0001), whereas LPS-activated microglia increased NfL secretion about 7.5-fold (Fig. 6C; *p* < 0.0001). Conditioned medium from LPS-activated microglia alone increased NfL release by about sixfold (Fig. 6C; *p* < 0.0001). In line with elevated NfL levels, we observed a concomitant degradation of the neuronal network, both in the axonal and soma compartments (Fig. 6B). Thus, microglia are not only associated with neuroaxonal damage, but can directly cause NfL release from damaged axons through both cell–cell contact and the release of soluble factors.

**Fig. 6:**
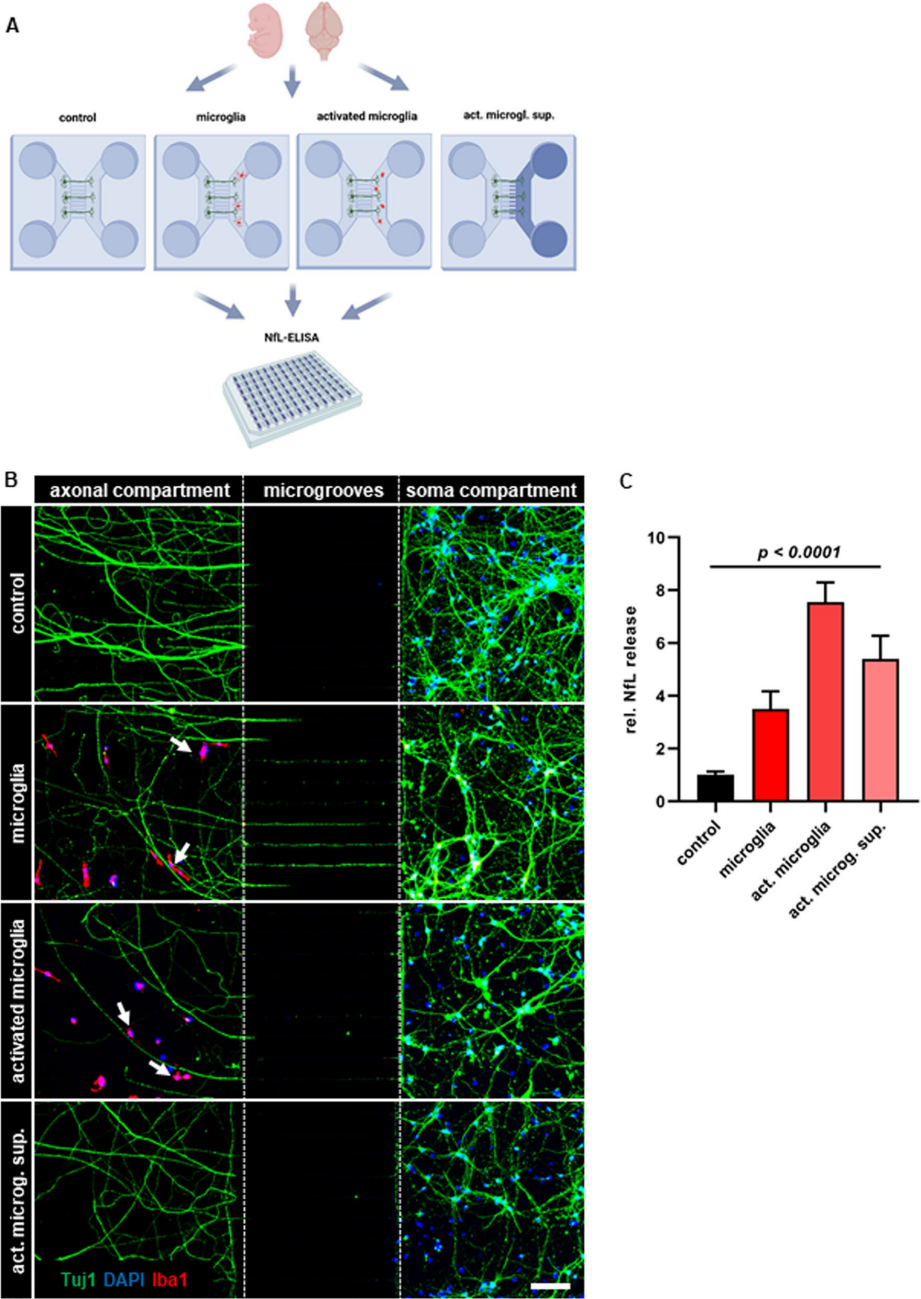
Co-cultures of neuroaxons and CNS-myeloid cells.** A** Cartoon depicting the experimental workflow of neuroaxonal-CMC co-cultures. Act. microgl. sup.: activated microglia supernatant. Image was created with BioRender. **B** Representative images of neuroaxonal-CMC co-cultures. Neurons were stained with Tuj1 (green), CMCs were stained with Iba1; nuclear counter-stain with DAPI. Scale bar: 100 µm. Arrows indicate microglia in close contact with axons. **C** Quantification of NfL release in neuroaxonal-CMC co-culture supernatants, relative to control (neuron culture medium) (n = 6–10, per condition). One-way ANOVA with post hoc Dunnet’s test. Mean and SEM

## Discussion

Implementation of NfL into clinical decision-making requires a deeper understanding of underlying pathophysiological pathways of NfL release. Importantly, factors such as changes over specific disease stages or contribution of anatomical locations can best be addressed by experimental approaches. Here, we present the first systematic animal study demonstrating the spatio-temporal and pathophysiological origins of sNfL in neuroinflammation, applying SiMoA, immunohistochemistry and spatial transcriptomics. While sNfL showed no correlation with WML in early EAE, therefore indicating little neuronal damage, highest sNfL release and correlations were identified for anterolateral lumbar lesions with contact to the CSF or pia in late EAE. It remains unclear why lesions with contact to the CSF or pia correlate better with sNfL levels than those without contact. However, we identified very few lesions without contact to the CSF or pia overall, and it is possible that in lesions with contact to the CSF or pia, NfL may have quicker access to the subarachnoid space and potential CSF-draining routes, such as meningeal lymphatics [25, 26].

NfL is a major structural component of the axonal cytoskeleton, with larger myelinated axons containing more NfL than smaller axons [3, 4]. The anterolateral murine SC contains several tracts with large caliber axons, such as the spinothalamic and -cerebellar, as well as parts of the corticospinal tract [27]. Therefore, our results are in line with the high abundance of NfL in such large axonal tracts and may explain why patients with SC lesions show higher sNfL levels [3–5]. Moreover, despite lower abundance, dorsal WML also displayed good correlations with sNfL levels, as the dorsal column also contains large caliber axons running in the corticospinal tract, as well as the gracile and cuneate fascicle [27]. Therefore, our study indicates that the magnitude of NfL release is indeed dependent on the respective anatomical location of inflammatory CNS lesions in late EAE. Thus, high intra-individual variances in sNfL levels in pwMS may partly result from the specific lesion locations (damage to long tracts of large caliber axons), but also from differences in the involvement of the NAWM. In accordance with post-mortem studies [28, 29], our results demonstrate that there is a substantial amount of neuroaxonal damage within the NAWM. The concept of NAWM is primarily based on magnetic resonance imaging (MRI) as the principle diagnostic tool in MS. However, together with recent findings [28, 30], our results highlight the need for additional biomarkers, such as sNfL or sGFAP, which can aid MRI in identifying pathological processes in areas where MRI is functionally “blind”. Thus, future diagnostic work-ups may need to include combinations of multimodal biomarkers (such as MRI, optical coherence tomography and blood) thereby enabling more precise diagnosis, prognostication and therapeutic decision-making [13].

In fact, our spatial transcriptomic data outline a pathophysiological cascade of T cell infiltration and local antigen presentation in both WML and NAWM during early EAE [31, 32]. Widespread cyto-/chemokine secretion by invading T cells may not only attract further leukocytes, but also activate bystander CMC and astrocytes, causing neuroaxonal damage and therefore extensive NfL release, especially within the NAWM. Recent findings have highlighted alterations of the axon–myelin unit accompanied by an increased presence of activated and phagocytic CMC and T cells in MS NAWM [28]. Indeed, we identified pronounced neuroaxonal damage and accumulation of CMC in NAWM of early EAE. Furthermore, the main differentially regulated genes in early NAWM were Cxcl9 and Ccl5, both chemokines predominately produced by myeloid cells upon stimulation with interferon gamma (IFNγ) [23]. Interestingly, especially IFNγ signaling was upregulated in our transcriptomic data set in early EAE. IFNγ has not only been shown to damage oligodendrocytes [33], but may also attract CMC to sites of accumulating cell debris via the CXCR3 signaling pathway [34]. Therefore, IFNγ secretion in early EAE may drive the subsequent CMC accumulation in late WML. Furthermore, we identified clusters of lipid biosynthesis and steroid/cholesterol metabolism in late WML, which may reflect the need of CMC to phagocytose and process lipid-rich myelin debris, and to produce precursors for secondary messengers [35].

Together with CMCs, we identified a concomitant accumulation of astrocytes (GFAP + cells) in late WML. Thus, as recent examples demonstrate, it is likely that together with CMC, astrocytes form a proinflammatory neurodegenerative niche in which their chronic activation, e.g., by humoral factors, creates an environment of smoldering neuroaxonal degeneration [8]. Strikingly, our transcriptomic data revealed a humoral immune response cluster in late WML, in which especially immunoglobins were the strongest differentially regulated genes (Fig. 5B). IgG and activated complement have been found in MS lesions and IgG immune complexes strongly potentiate the activation of CMC [8, 36]. In accordance with the increased neuroaxonal damage in late WML, spatial transcriptomics identified gene clusters indicative of a high-energy demand and mitochondrial redistribution in degenerating axonal structures [28].

One could argue that other cell types, such as encephalitogenic T cells, may have also driven neuroaxonal damage and concomitant NfL release in our study and CMC may merely be bystanders of a T cell-driven neurotoxicity. In fact, encephalitogenic T cells have been shown to exert noxious effects through cell–cell interactions with neurons and oligodendrocytes, as well as the release of neurotoxic humoral factors [37–39]. However, T cells also interact with or act through CNS-resident cells and there is a large body of evidence supporting a neurodegenerative role of CMC in MS and EAE. First, our axon–microglia co-cultures clearly demonstrate that CMC (especially activated CMC) can directly damage neuroaxons and induce NfL release. Activated CMC have been shown to promote neuronal damage by secretion of proinflammatory cytokines (tumor necrosis factor alpha [TNFα], interleukin-1 beta [IL1β]), biolipids, reactive oxygen and nitrogen species, as well as release of proteases and even glutamate [24, 40]. Furthermore, there is some recent evidence from human post-mortem studies demonstrating a close association of CMC activation and neurodegeneration [7, 8, 28, 29]. Moreover, in relapsing–remitting MS patients, NfL and YKL-40 (a marker of microglial activation) correlate well with each other [41, 42].

Taking these findings into account, inhibition of CMC may be a viable strategy to mitigate neuroaxonal damage already at early stages of MS. However, it is important to note that CMC are also capable of defending the CNS from autoreactive lymphocytes, e.g., by capturing and engulfing invading proinflammatory T cells during neuroinflammation or interacting with regulatory T cell populations [10, 43]. Furthermore, regenerative CMC subtypes can also promote remyelination of denuded axons by clearing accumulated myelin debris [44]. In accordance with this, we identified genes associated with clearance of cell debris, remyelination and lipoprotein complex remodeling, particularly in late EAE. Therefore, a delicate balance between CMC inhibition and necessary activation may be required in order to facilitate optimal therapeutic outcomes.

BTK inhibitors can reduce the activation and proliferation, as well as the production of proinflammatory cytokines by CMC and have shown first promising results in two recent phase II clinical trials [45, 46]. However, taking the different roles of CMCs in MS into account, further research is needed to fully understand the effect of BTK inhibitors on CMC and other immune cells within the CNS.

The main limitation of our study is the lack of patient data. However, our results integrate well with recent post-mortem studies and we have shown that sNfL behaves in a comparable way in EAE as it does in pwMS. Therefore, EAE can serve as a valid model to study inflammatory neurodegeneration and specifically NfL biology.

Taken together, our data demonstrate that neuroaxonal damage and sNfL release in MOG-EAE can be driven by CMC and may further progress in a disease stage-dependent centripetal pattern from NAWM to WML.

### Supplementary Information

**Additional file 1: Figure A1. **Differential gene expression between early and late EAE in NAWM and WML. **Figure A2**. Comparison of temporal gene regulation of EAE processes between NAWM and WML using spatial transcriptomics.

## Data Availability

The data supporting this study are available upon reasonable request. Raw data from RNA-sequencing have been deposited in NCBI’s Gene Expression Omnibus under the following accession code: GSE226591. A password to access the data is available upon reasonable request.

## Abbreviations

CMC: CNS-myeloid cells
CSF: Cerebrospinal fluid
EAE: Experimental autoimmune encephalomyelitis
EDSS: Expanded disability status scale
MOG: Myelin oligodendrocyte glycoprotein
NAWM: Normal-appearing white matter
SiMoA: Single molecule array
SC: Spinal cord
sNfL: Serum neurofilament light chain
WML: White matter lesions

# Supplementary material for: Spatial transcriptomics and neurofilament light chain reveal changes in lesion patterns in murine autoimmune neuroinflammation
**Source:** J Neuroinflammation. 2023 Nov 13;20:262. doi: 10.1186/s12974-023-02947-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure A1. Differential gene expression between early and late EAE in NAWM and WML. Figure A2. Comparison of temporal gene regulation of EAE processes between NAWM and WML using spatial transcriptomics.

Additional file 1

Spatial transcriptomics and neurofilament light chain reveal changes in lesion patterns in murine autoimmune neuroinflammation

Tobias Brummer¹ MD, Miriam Schillner¹ PhD, Falk Steffen¹ MD, Flores Kneilmann¹ MSc,
Beatrice Wasser PhD¹, Timo Uphaus¹ MD, Frauke Zipp¹ MD, Stefan Bittner^{1*} MD

Immunotherapy (FZI), Rhine Main Neuroscience Network (rmn²), University Medical Center

Department of Neurology, Focus Program Translational Neuroscience (FTN) and
Immunotherapy (FZI), Rhine Main Neuroscience Network (rmn²), University Medical Center of

Additional Figures

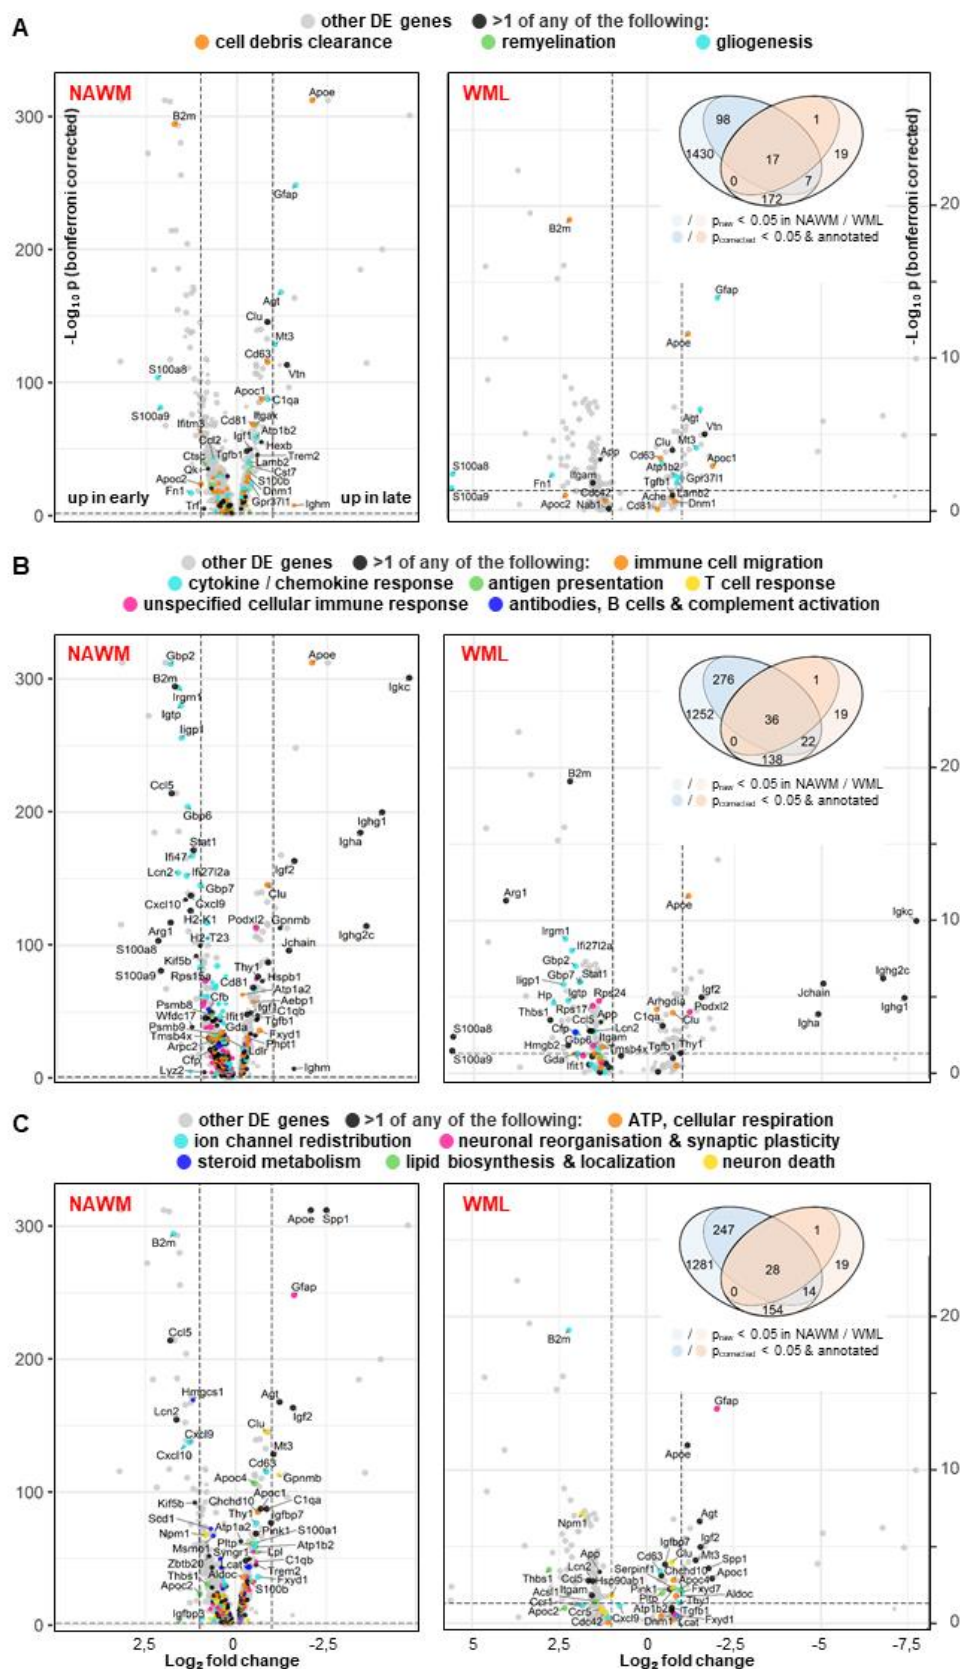

Figure A1. Differential gene expression between early and late EAE in NAWM and WML. Volcano plots of the results of early-vs-late DGE-testing of spatial transcriptomic Seq-data with MAST in the subsets “NAWM” and “WML”. DE genes from both

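In these plots each point is a gene, placed by the change of its level between early and late EAE (horizontal axis, as a log2 fold change) and by the strength of the test (vertical axis, where smaller p-values stand higher). MAST, developed for single cells, models for each gene how often it is detected and how high its level is where it is detected. The detection rate, which the authors added as a covariate, is the share of genes seen in a cell or, here, in a spot, and changes with the depth of the spot. The units of this test are spots, so that its p-values measure differences relative to the spread between spots, of which many come from each animal. The Bonferroni correction multiplies each p-value by the number of genes tested, and a subset with more spots reaches a given p-value at smaller fold changes. Over all 26 sections, healthy ones included, 10117 white matter spots were without the lesion label, so that the NAWM subset of the EAE sections, which the test uses, is at most this large by the label used here. How these spots divide between conditions was not analysed here.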

subsets enriched in selected GO-terms are color-coded per functional modules of “biological processes” GO-terms. Modules are grouped (A, B, C), in the same way as in Figure 6 (glia-related, immune-related, neuron-related, respectively), and volcano are plots shown separately for each labeling group. $\log_2$ fold change 1 and -1 and Bonferroni-corrected p of 0.05 are indicated by dashed lines. Genes that appear in both subset's DGE and have Bonferroni-corrected $p < 0.05$ in at least one of them are plotted with larger point size. Images were created with R package EnhancedVolcano. Venn diagrams indicate identified common genes in both subsets.

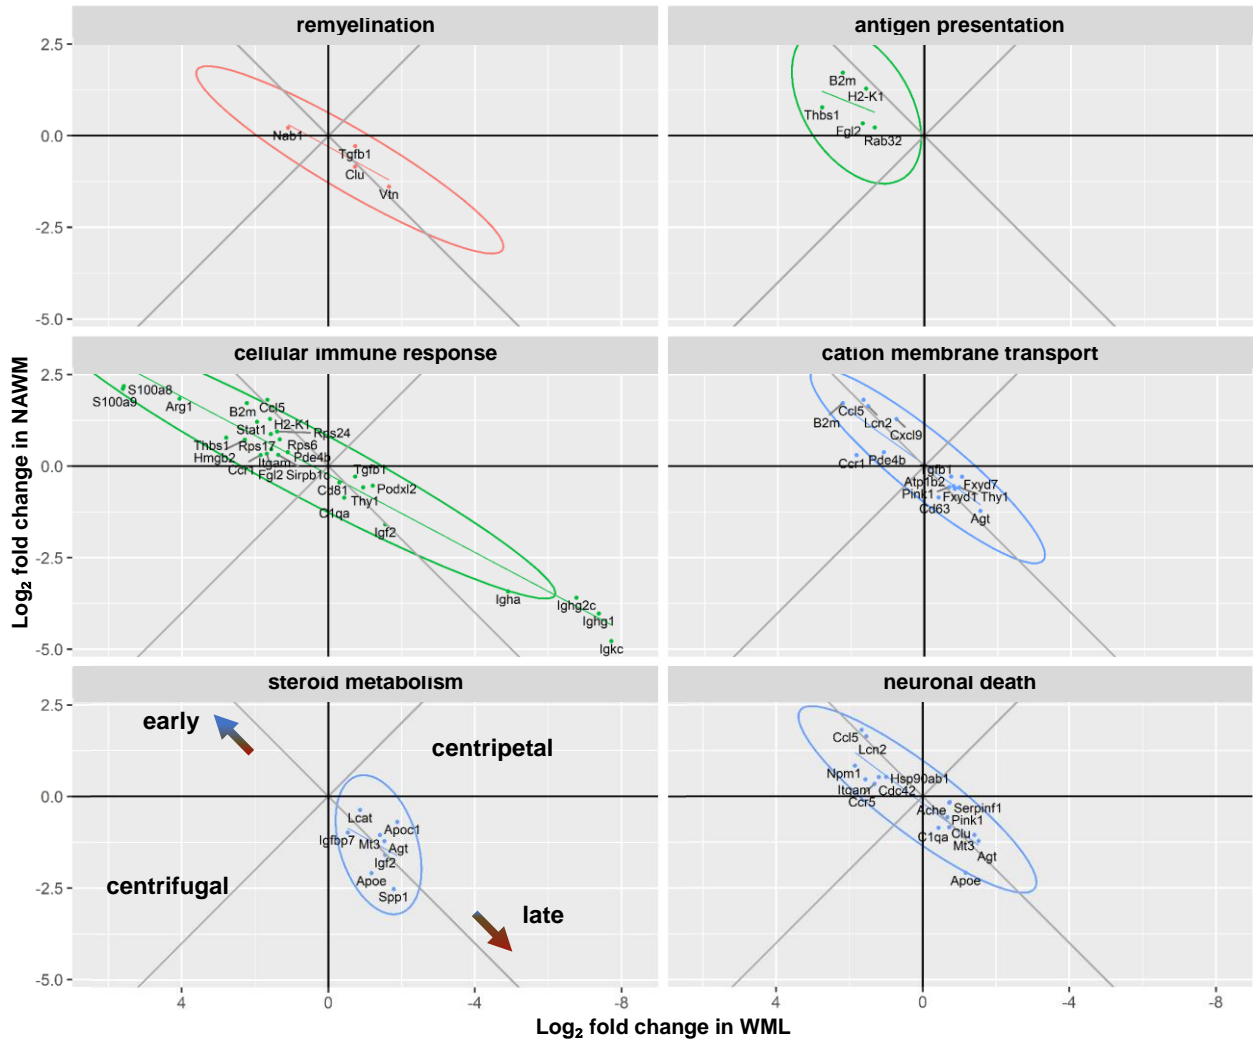

Figure A2. Comparison of temporal gene regulation of EAE processes

between NAWM and WML using spatial transcriptomics Log₂ fold changes from early-vs-late DGE-testing in “NAWM” (y axis) and “WML” (x axis) subset. Common DE genes between both subsets enriched in selected GO terms are plotted separately per functional modules with ellipse and regression line.

How the deposited data were processed for this re-analysis (not part of the article)

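Spatial gene expression was measured with Visium slides in 26 spinal cord sections of 8 mice (9 sections of 3 mice with early EAE, 9 of 3 mice with late EAE and 8 of 2 healthy mice, as the sample labels give them). The authors made the deposited UMI counts with Space Ranger 1.3.1, run per section and then over all sections, against mm10 (GRCm38), as their methods and the submitters' processing notes state. The annotation, and whether reads were subsampled to equal depth between sections, are not given in the sources used here. The counts are whole numbers that were not normalized, 107690784 UMIs over 32285 genes and 16909 spots, with a median of 3505 UMIs per spot, and only spots over tissue are included. Images and spot positions were not used here.

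Each spot's barcode ends with the number of its capture area, and these 26 numbers are not paired with sample names in the sources used here. No condition was inferred from order or from values, so the sections were treated as sections of unknown condition. For this reason 4 planned comparisons were not run: genes changed between early and late EAE in NAWM, the same in lesion spots, the difference between these changes, and the share of spots per cluster by condition. The matrix holds 0 columns of samples from other series.

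Clustering followed the paper's description as far as it goes. Seurat 5.3.0 in R 4.3.3 log-normalized the counts (scale factor 10000), chose 2000 variable genes and gave 10 principal components. The paper used Harmony, which was not installed, so its algorithm was written in numpy 2.4.6, with the capture area as batch, a cluster width of 0.2, a block size of 0.005, 100 clusters, a diversity penalty of 2, a ridge penalty of 1 and 10 rounds. Where the paper's text names no value, the package's usual one was taken. Spots were joined in a shared nearest neighbor graph with 10 neighbors, clustered by the Louvain method at a resolution of 0.5, and a node of the tree of cluster centroids would have been merged if no component separated its branches with an absolute (AUC-0.5)*2 over 0.8, which merged no cluster. In trial runs that differed only in floating-point arithmetic the number of clusters changed, so that components were rounded and the processor's arithmetic was fixed before the reported run, whose outcome was not known then, and 3 other random starts were added as alternatives. Depth was not thinned before clustering.

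The lists of marker genes (27 lists, and 11 modules of genes that the paper names), the rule for grey matter, the lesion label, the comparison of lesion with NAWM spots and most alternatives were written down before the data were examined. The lists hold 272 genes, of which 271 are in the matrix by symbol. A cluster was counted as grey matter when its mean log2 CPM over the neuron list, with 1 added to each CPM, lay above the midpoint between the lowest and the highest cluster. A lesion spot had at least 1 UMI of at least 2 of CD3 (Cd3d, Cd3e, Cd3g), CD4 (Cd4) and CD8 (Cd8a, Cd8b1), and every other white matter spot was a NAWM spot. For the comparison, UMIs were summed over lesion and over NAWM spots in each section with at least 10 lesion spots and scaled to CPM. A gene was counted as higher or lower when the ratio of summed CPM was at least 2-fold, at least 100 UMIs were counted and at least 3 of 4 sections went the same way. Intervals of ratios and shares are exact 95% intervals for counting error. No p-value was computed, since spots and sections of unknown condition are not replicates. Spots can hold several cells, so no doublet filter was used and no cell-type makeup was estimated.

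Genes named in the text are those the paper names in its results on spatial transcriptomics, members of the fixed lists and, for the comparison, the 10 genes with the largest ratio in each direction that met the criteria, leaving out the 6 genes of the lesion label. Leading genes of clusters are the 10 with the largest ratio of CPM to the remaining clusters among genes with at least 100 UMIs in the cluster. Coordinates are those of RefSeq genes on GRCm38, matched by gene symbol. The comparison was tested on simulated counts of lesion and NAWM spots in 8 sections, not the 7 compared, with 50 genes changed per direction and size and no spread between sections beyond counting error, so that its rates hold for that setting. Of genes raised 3-fold and 6-fold, 100% were called, of genes lowered 3-fold 98.0% and of genes lowered 6-fold 100%, and 28 of 12886 unchanged genes were called.

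Alternatives changed 1 choice at a time: no batch correction, 20 components, resolutions of 0.8 and 0.3, no merging, spots with at least 500 UMIs, the top split of the centroid tree as the border of grey matter, other label genes, thinning to 2000 UMIs, TMM factors (trimming 30% of ratios and 5% of levels), the median of the sections' ratios with a pseudocount of 0.5 UMIs, weighted NAWM spots, at least 20 lesion spots per section, no minimum count and leaving out each section. The weighting of NAWM spots changed the makeup by section and by cluster together, so that its effect cannot be put down to either. Those added after seeing the data were the random starts, the neuron list minus the myelin list, deeper and shallower sections apart, leaving out cluster 8 and counting cluster 2 as grey matter. Other tools were Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.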

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

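The tests in this part were set before their results were seen, except for the draws of spread UMIs, which were added after, but the pattern was found in these data, and Atp2a1, 1 of the 12 muscle genes, had already been seen among the leading genes of cluster 1.

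Transcripts of skeletal muscle, which the paper does not discuss, were high in 1 section of spinal cord. In the section numbered 16, whose condition is not known, 12 muscle genes took 1150.1 CPM together, against 241 CPM in the next section (number 20) and a median of 103 CPM over the others, and Acta1 and Myh4, the actin and a myosin of muscle fibers, took 339 and 313 CPM. RNA of skeletal muscle is a candidate source, since 11 of the 12 genes had their highest CPM of all sections there. Free RNA spread over the whole section is argued against, because the tenth of its spots with most muscle UMIs held 84.3% of them, against 26.2% to 31.4% (mean 28.7%) in 100 draws that spread the same 625 UMIs by the total UMIs of the spots. It stays open whether muscle tissue lay beside the cord or was carried over when the section was made, and no biological explanation was tested, since the section has no known condition.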

How the results depend on the processing

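Random starts, the split by depth and the settings without cluster 8 or 2 were chosen only after the results were seen. The direction of every named gene that met the criteria, 67 of 99, was the same under all alternatives computed for it, except that without cluster 8, which left 3 sections, C6 turned to −2.48, Cspg4 to 0.20 and Cxcl1 to −0.41 on the log2 scale. The alternatives for directions were TMM factors, the median of the sections' ratios, weighted NAWM spots and at least 20 lesion spots. Leaving out cluster 8, cluster 2 or 1 section were the others. Directions under other labels, random starts or settings of the clustering were not compared. The criteria were met again by 67 of the 67 with TMM factors, by 54 to 66 when 1 section was left out, by 52 with the median of the sections' ratios, by 45 with at least 20 lesion spots, by 43 to 51 with other random starts, by 43 without cluster 2, by 25 without cluster 8, by 23 with weighted NAWM spots, by 22 with any 1 type and by 21 with Cd3e, Cd4 and Cd8a only. Except where a reason is given, the cause was not tested.

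The number of clusters was 9 at a resolution of 0.3 and between 12 and 20 otherwise (14 reported), and the number of grey matter clusters was 1 with the tree split and between 6 and 12 otherwise (8 reported). Lesion spots were 2.72% of the white matter with 20 components, 2.62% at a resolution of 0.8, 2.77% at 0.3, 3.15% with at least 500 UMIs, 1.59% with the tree split, and 2.55%, 2.82% and 2.80% with other random starts. They were 2.83% without cluster 2, 0.831% with Cd3e, Cd4 and Cd8a only, 11.6% with any 1 type, 0.265% after thinning, 3.94% in deeper and 0.171% in shallower sections. The percent of lesion spots in the 3 clusters with the highest share of lesion spots was 100% with 20 components, after thinning and, by construction, at a resolution of 0.3, which has only 3 white matter clusters. It was 69.1% at 0.8, 71.6% with the tree split, 77.6% with any 1 type, 96.8% with random start 3 and random start 4 and 96.4% without cluster 2.

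Against 394 genes higher and 353 lower, the counts were 231 and 157 with 20 components, 248 and 182 at a resolution of 0.8, 225 and 140 at 0.3, 228 and 136 with at least 500 UMIs, and 1269 and 1527 with the tree split, which counts nearly all grey matter as NAWM. They were 200 and 223 with Cd3e, Cd4 and Cd8a only (2 sections), 62 and 28 with any 1 type, 39 and 78 with weighted NAWM spots, 123 and 221 without cluster 8 and 213 and 131 without cluster 2. Other random starts gave 278, 214 and 216 higher and 205, 139 and 144 lower, so that the reported start lies above all of them. Cluster 2, whose neuronal transcripts lay just under the cutoff for grey matter, may be a reason, since leaving it out gave similar counts. No minimum of 100 UMIs gave 454 genes at least 2-fold higher in lesion spots than in NAWM and 765 genes at least 2-fold lower in lesion spots than in NAWM, and the median of the sections' ratios 399 and 226, which moved the share of higher among called genes from 52.7% to 63.8%, as weighting moved it to 33.3%. Leaving out 1 section gave 343 to 454 higher and 297 to 524 lower. After thinning, no section kept 10 lesion spots, so that no comparison could be computed. Depth limits the lesion label, which needs UMIs of weakly expressed genes. Lesion and NAWM spots were set against each other within sections by the sections' own ratios, which does not make the depth of the 2 groups equal. No analysis by animal was possible, because sections are not paired with animals in the sources used here. The alternatives planned for early against late EAE were not run.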

Differences from the paper's values

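The paper attributes 5 clusters to grey matter, and 8 were counted here. Of the alternatives set before the data were examined, a resolution of 0.3 gave 6, which is within 1.5 times the paper's value. No batch correction (10), 20 components (9), a resolution of 0.8 (12), no merging (8), spots with at least 500 UMIs (8) and the tree split (1) were not. The paper assigned clusters to anatomy on stained images, and the count here rests on a list of neuronal genes. The total of 14 clusters, against the paper's 13, and the 6 white matter clusters, against the paper's 8, were within 1.5 times. A total of 13 was reached with 20 components and with the third random start, chosen after seeing the values, and 8 white matter clusters without batch correction and at a resolution of 0.8.

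The paper states that the clusters associated with WML hardly occurred outside EAE. Here, clusters 8, 4 and 6, which had the largest shares of lesion spots in the white matter, had spots in 26, 24 and 25 of 26 sections, 8 of which are from healthy mice. A few spots can account for presence, since the numbers per section ranged from 3 to 112 (median 32.5), from 0 to 140 (median 80.5) and from 0 to 118 (median 70). These clusters were not matched to those of the paper, the condition of the sections is not known, and the values neither contradict the statement nor bear it out.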

Other observations

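The tests of T cell transcripts in the shallower sections and of thinning to their depths were chosen only after the result was seen. The tests by thinning to 500 UMIs and by weighting were set before they were first run, on an earlier run of the clustering, and were repeated on the reported one.

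Interferon-response genes had small ratios in lesion spots when sections were taken together. Summed over sections all 22 had log2 ratios above 0 (median 0.64), and 1 met the criteria, the transcription factor gene Irf1 (1.02). Sections differed, with Igtp and Irgm1 lower in 3 of 7, and by the median of the sections' ratios the list median was 0.38 and Irf1 did not meet the criteria (list median 0.22 with weighted NAWM spots). Gbp2, Gbp6 and Ifi47 had log2 ratios of 1.26 to 2.37 in the sections numbered 2, 3 and 4. In those numbered 9 to 12 they had −0.07 to 0.75. Not every member split in this way, with Irf7 at 0.18 to 0.47 and −0.12 to 0.82, and the cause was not tested. Genes of homeostatic microglia had a median log2 ratio of −0.38 and those of activated microglia and macrophages of 0.07, and no homeostatic gene met the criteria. By the median of the sections' ratios these were −0.32 and 0.33 and without cluster 8 −0.08 and 0.53. Of 9 reactive astrocyte genes none did (median 0.41), with Lcn2 at 0.79. Immunoglobulin genes had a median of 0.56 over 9 genes with none meeting the criteria, and this median was 1.13 by the median of the sections' ratios, 0.03 without cluster 8 and −0.07 with at least 20 lesion spots. Ighg2c was at 1.54, with 3 sections higher and 3 lower, and turned to −0.97 without cluster 8. Of 8 genes of endothelium and pericytes Vwf was higher (1.21; list median 0.57), of 7 genes of proliferation Birc5 (1.10; median 0.69), and of 7 genes of oligodendrocyte precursors Cspg4 was lower (−1.03; median −0.64), which turned to 0.20 without cluster 8. The 3 motor neuron genes with enough counts were lower, Slc5a7 (−1.16), Slc18a3 (−1.36) and Prph (list median −1.36), and the neuron list had a median of −0.81. With cluster 2 counted as grey matter these medians were −0.79 and −0.42, with weighted NAWM spots −0.20 and −0.42, and none of the 3 motor neuron genes met the criteria in either. Medians were −0.10 for cholesterol synthesis (14 genes), −0.17 for lipid transport (11), −0.19 for the mitochondrial respiratory chain (12), −0.11 for Schwann cells and nerve roots (7), −0.27 for ependyma (2) and 0.01 for erythrocytes (5), with no gene of these lists meeting the criteria. By the median of the sections' ratios cholesterol synthesis was at −0.39, erythrocytes at −0.57 and lipid transport at 0.15 (0.28 without cluster 8), so that the direction of the last depends on the measure. Medians of the other lists, with the value for weighted NAWM spots in brackets, were 1.74 (1.19) for T cells, which include the 6 label genes, 1.54 (0.59) for B cells, 1.53 (0.11) for neutrophils, 1.33 (0.35) for monocytes, 1.07 (0.39) for chemokines, 0.88 (0.38) for antigen presentation, 0.54 (0.17) for complement, −0.77 (−0.26) for astrocytes, −0.84 (−0.19) for myelin and oligodendrocytes and −1.34 (−0.36) for neurofilaments. By the median of the sections' ratios the neutrophil list was at 0.50, with S100a8 between −0.33 and 1.90 in single sections. With at least 20 lesion spots per section this list was at 1.36, with 6 of 7 genes higher.

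The paper's modules were chosen on these samples for changes between early and late EAE, so their comparison of lesion with NAWM spots over all sections is a different measure and not independent evidence. Modules that the paper reports as higher in early EAE had medians above 0 in lesion spots: 1.04 for T cell response, with Ccl5 and Arg1 (1.04) of 5 genes at least 2-fold higher, 0.71 for cyto-/chemokine response (3 of 16), 0.83 for antigen presentation, with Thbs1 (1.44) of 5, and 0.55 for interferon response/signaling (0 of 7). With weighted NAWM spots these medians were 0.24, 0.22, 0.26 and 0.19, and no gene of them met the criteria, and by the median of the sections' ratios they were 0.87, 0.38, 0.69 and 0.34. Of the myeloid genes induced by IFNγ, Cxcl9 and Ccl5 were at least 2-fold higher and Lcn2 was not (median 1.20). Modules that it reports as higher in late EAE had medians of −0.64 for gliogenesis, −0.72 for neuronal reorganization and plasticity, −0.03 for cell debris clearance and 0.33 for (re-)myelination, with no gene meeting the criteria, Agt at −0.79 and Clu at −0.57 (medians over sections −0.29 and −0.30). With weighted NAWM spots the module medians were −0.18, −0.18, −0.01 and 0.15, by the median of the sections' ratios −0.30, −0.31, 0.17 and 0.85, and without cluster 8 −0.10, −0.12, 0.15 and 0.01, so that debris clearance turns its direction. The humoral immune response module had a median of 0.56 (0.87 by the median of the sections' ratios), with Cfp (1.62) and Cxcl9 of 13 genes higher, and the neuronal death module 0.08, with Ccl5 of 15. By cluster, Gpnmb was highest in cluster 4 (975 CPM, against 71.6 in cluster 1), as was Apoe (21907 CPM, against 4798).

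Cluster 13, led by genes of sensory neurons, had spots in 14 sections, and 24 of its 55 spots lay in the section numbered 8. Immunoglobulin transcripts differed widely between sections of unknown condition, with Igkc from 0 to 1424 CPM (median 21.9) and Igha from 0 to 428 CPM (median 2.32).

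Lesion spots came almost only from the deeper sections, with 223 of 231. Depth may account for this, since with the white matter spots of the deeper sections thinned to depths drawn from the shallower ones, 0.103% had the label (0 to 0.247 over 100 draws), within the interval of 0.0738% to 0.336% around the 0.171% of the shallower sections. Thinning to 500 UMIs (0.0459%) goes below the depth of every shallower section and decides nothing. A general lack of T cell transcripts in the shallower sections is argued against by the levels of the 6 label genes in the white matter. Their median was 47.8 CPM (0 to 117) in the 14 shallower sections and 51.5 CPM (0 to 118) in the 12 deeper ones, a ratio of 0.928. Both groups hold sections at 0, so that the medians depend on how many such sections each has, and a smaller difference stays open. The labels name slides of 2 lots, with 12 and 14 sections and all 3 conditions in each, and the paper reports a dominant batch effect, but sections are not paired with slides in the sources used here, so that lot and condition stay open and no biological explanation was tested.

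Of 11 genes of meninges and fibroblasts 3 were higher in lesion spots and 8 met no criterion, with a list median of 0.94 on the log2 scale. By the median of the sections' ratios the list median was 1.09, with 7 of the 11 genes higher. It was 0.0646 with NAWM spots weighted to the section and cluster makeup of lesion spots and 0.18 without cluster 8, with no gene higher in either. Since clusters are made from expression and cluster 8 is led by such genes, a larger share of lesion spots in this cluster and a change within lesions cannot be told apart by these values. The paper reports that WML were mainly in contact with the CSF or pia (Fig. 2F), and whether cluster 8 lies at the surface of the cord was not analysed, as spot positions were not used. No biological explanation was tested.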
